# Phosphatidylserine phospholipase A1 enables GPR34-dependent immune cell accumulation in the peritoneal cavity

**DOI:** 10.1084/jem.20240992

**Published:** 2024-10-16

**Authors:** Hanson Tam, Ying Xu, Jinping An, Torsten Schöneberg, Angela Schulz, Jagan R. Muppidi, Jason G. Cyster

## Abstract

The peritoneal cavity (PerC) is an important site for immune responses to infection and cancer metastasis. Yet few ligand–receptor axes are known to preferentially govern immune cell accumulation in this compartment. GPR34 is a lysophosphatidylserine (lysoPS)-responsive receptor that frequently harbors gain-of-function mutations in mucosa-associated B cell lymphoma. Here, we set out to test the impact of a GPR34 knock-in (KI) allele in the B-lineage. We report that GPR34 KI promotes the PerC accumulation of plasma cells (PC) and memory B cells (MemB). These KI cells migrate robustly to lysoPS ex vivo, and the KI allele synergizes with a Bcl2 transgene to promote MemB but not PC accumulation. Gene expression and labeling studies reveal that GPR34 KI enhances PerC MemB proliferation. Both KI PC and MemB are specifically enriched at the omentum, a visceral adipose tissue containing fibroblasts that express the lysoPS-generating PLA1A enzyme. Adoptive transfer and chimera experiments revealed that KI PC and MemB maintenance in the PerC is dependent on stromal PLA1A. These findings provide in vivo evidence that PLA1A produces lysoPS that can regulate GPR34-mediated immune cell accumulation at the omentum.

## Introduction

The peritoneal cavity (PerC) encloses many abdominal organs, including the omentum, a visceral adipose tissue that contains fat-associated lymphoid clusters (FALCs) (Liu et al., 2021). Also known as milky spots, these unconventional secondary lymphoid tissues are organized by chemokines, filter PerC fluids to collect antigens and cells, and serve as hubs for local immune responses (Ansel et al., 2002; Rangel-Moreno et al., 2009; Bénézech et al., 2015). The proper recruitment, maintenance, and function of PerC immune cells are important in settings of infection (Perez-Shibayama et al., 2018; Christian et al., 2022; Yordanova et al., 2022; Newell et al., 2022) and malignancy (Flies et al., 2016; Haro et al., 2019). Immune cells are generally thought to home to the PerC through the omentum: B1 cells depend on the CXCR5–CXCL13 axis (Ansel et al., 2002), small peritoneal macrophages and inflammatory monocytes use the CCR2–CCL2 axis (Kim et al., 2016; Perez-Shibayama et al., 2018), and neutrophils are recruited by either CXCL5 (Song et al., 2013) or CXCL1 (Jackson-Jones et al., 2020). In each case, the ligand is a protein and is at least in part produced by omental stromal cells. A recent study deviated from this paradigm, showing that GPR35 on neutrophils can influence their recruitment to the inflamed PerC in response to 5-HIAA derived from platelets and mast cells (De Giovanni et al., 2022). Whether additional chemoattractant ligand–receptor pairs direct immune cell trafficking to the PerC is unknown.

GPR34 is an X-linked G protein-coupled receptor (GPCR) that is expressed in various immune cells including both myeloid and lymphoid cells (Schöneberg et al., 2018). Like many chemokine GPCRs that regulate immune cell migration and positioning, GPR34 is G_i_-coupled (Inoue et al., 2019). In vitro work has identified lysophosphatidylserine (lysoPS) as a GPR34 ligand, with the unstable *sn*-2 isomer being more potent than its *sn*-1 counterpart (Kitamura et al., 2012; Uwamizu et al., 2015). Recent cryo-EM studies have shown lysoPS positioned in the ligand-binding pocket of GPR34 in complex with the G_i_ protein (Xia et al., 2023; Liu et al., 2023; Izume et al., 2024), with docking simulations providing structural evidence that *sn*-2 is likely the physiologically bioactive form (Izume et al., 2024). The *sn*-2 isomer of lysoPS can be generated by the secreted phospholipase A1A (PLA1A) enzyme, also known as phosphatidylserine (PS)-PLA1, from PS exposed in the extracellular membrane (Makide and Aoki, 2013; Hosono et al., 2001; Izume et al., 2024). In vitro studies have shown that lysoPS stimulates various pro-growth signaling pathways (Sugo et al., 2006; Ansell et al., 2012; Korona et al., 2022) and induces cell migration (Kitamura et al., 2012) in GPR34-transfected cells.

The in vivo function of GPR34 in immune cells has received only limited study. Reports suggested that GPR34 deficiency compromises host defense against *Cryptococcus neoformans* (Liebscher et al., 2011) and reduces microglial phagocytosis (Preissler et al., 2015). Another showed that, acting in microglia, the receptor worsens neuropathic pain (Sayo et al., 2019). Moreover, it was demonstrated that apoptotic neutrophils at sites of epithelial injury release lysoPS that stimulates GPR34 on type 3 innate lymphoid cells to trigger tissue repair (Wang et al., 2021), although it was unclear how apoptotic PS was converted to lysoPS and whether the *sn*-1 or *sn*-2 isomer was involved. High tissue and serum PLA1A levels have been associated with autoimmune inflammation, cancer, and viral infection (Zhao et al., 2021), but the few studies that show in vivo PLA1A-dependent effects have not implicated GPR34 (Zhou et al., 2022; Zhao et al., 2022).

Perhaps the most prominent GPR34 connection to disease is that GPR34 translocations—associated with 10–100-fold increases in GPR34 transcript abundance—(Baens et al., 2012; Ansell et al., 2012; Akasaka et al., 2017) and putative gain-of-function (GOF) carboxy-terminal (C-terminal) mutations (Moody et al., 2018) recurrently appear in human salivary gland (SG) mucosa-associated lymphoid tissue (MALT) lymphomas. There is speculation that PLA1A expressed in autoimmune-associated SG lymphoepithelial lesions may generate lysoPS that contributes to the outgrowth of GPR34 GOF-harboring tumor cells (Korona et al., 2022). SG MALT lymphomas are neoplasms of marginal zone B cells (MZB) (Troppan et al., 2015), which are B lymphocytes named for their localization along the border of the red and the white pulp of the spleen but also found in non-lymphoid target tissues in autoimmune disease (Palm and Kleinau, 2021). Although MZB are distinct from classical memory B cells (MemB), MZB have memory properties in that they can also rapidly activate and differentiate into antibody-secreting plasma cells (PC) upon antigen encounter (Cerutti et al., 2013). While GPR34 translocations and GOF mutations are enriched in SG cases (Moody et al., 2018), GPR34 expression is generally increased in MALT, MZB, and lymphoplasmacytic lymphomas (Ansell et al., 2012), suggesting a broader pathological relevance of the receptor.

In an effort to model human lymphoma, we generated B cell–specific GPR34 GOF knock-in (KI) mice. Our analyses of these mice revealed an unexpected accumulation of PC and MemB in the PerC. We report that ex vivo PerC KI cells strongly migrate to lysoPS and that GPR34 KI augments PerC MemB proliferation. PLA1A was found to produce *sn*-2 lysoPS at the omentum, where KI PC and MemB are enriched. We show that stromal-derived enzyme is required for the GPR34-dependent maintenance of KI cells in the PerC.

## Results and discussion

### Generation of GPR34 GOF KI mice

Truncations are common among the C-terminal GPR34 mutations in SG MALT lymphoma (Moody et al., 2018). Of note, similar mutations in other GPCRs, in particular CXCR4 and CCR4, are GOF and can lead to malignant transformation (Martinez-Climent, 2018). To test the functional effect of GPR34 truncations, we retrovirally transduced either mouse R337X or wild-type (WT) GPR34 into the WEHI-231 mouse B lymphoma cell line. In accord with a report using transfected epithelial cells (Kitamura et al., 2012), overexpression of WT GPR34 enabled concentration-dependent transwell migration of WEHI-231 cells to lysoPS (Fig. S1 A). Meanwhile, R337X exhibited GOF behavior with a larger and more sensitive response (Fig. S1 A) in line with the enhanced signaling and growth properties of a different C-terminal truncation (Korona et al., 2022). Attempts to study both the WT and GOF versions of the receptor in vivo through retroviral overexpression bone marrow (BM) chimeras were limited by plasmid toxicity effects that made the GPR34 construct unstable and prone to mutation during growth in bacteria (unpublished data). As an alternative approach, we generated mice harboring a conditional GPR34 GOF KI allele with a GFP reporter (Fig. 1 A). For this model, we chose mouse Q340X, which is homologous to human Q347X, the most frequent GPR34 mutation found in SG MALT lymphoma (Moody et al., 2018). In *Cd21*^*Cre*^*R26*^*LSL-Gpr34Q340X-IRES-GFP*^—henceforth “KI”—mice, reporter expression in the hematopoietic compartment was restricted to B-lineage cells (Fig. S1 B). Consistent with previous studies of *Cd21*^*Cre*^-mediated recombination efficiency (Kraus et al., 2004), the KI allele was expressed in ∼80% of splenic follicular B cells (FoB) (Fig. S1 C).

**Figure S1.**
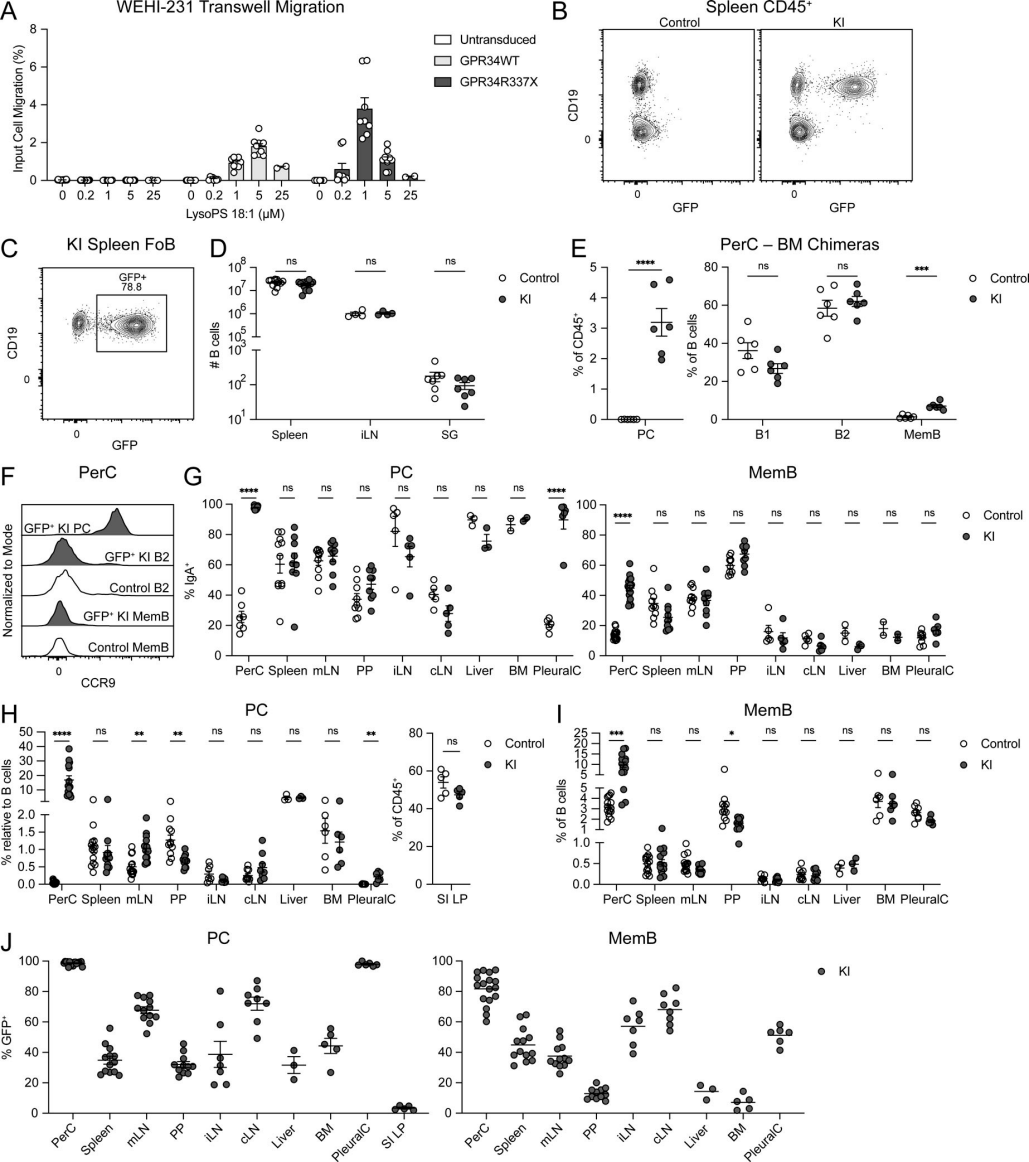
**Characterization of GPR34 KI mice. (A)** WT or R337X mouse GPR34 was overexpressed in WEHI-231 B lymphoma cells by retroviral transduction. Cells were assayed for transwell migration to the indicated concentrations of lysoPS 18:1. Bar graph shows the percentage of migrated cells relative to input. **(B–J)** Immune cells from control and KI (*Cd21*^*Cre*^*R26*^*LSL-Gpr34Q340X-IRES-GFP*^) mice were analyzed by flow cytometry. **(B)** Representative flow cytometry plots of spleen CD45^+^ cells showing GFP reporter expression in KI B cells (CD19^+^). **(C)** Representative flow cytometry plot of KI spleen FoB gated for GFP reporter expression and annotated with GFP^+^ percentage. **(D)** Cell numbers of B cells from the spleen, iLN, and SG of control and KI mice (spleen, *n* = 12; iLN, *n* = 4; SG, *n* = 7). **(E)** Frequencies of PerC PC (CD138^+^), B1 (IgD^−^IgM^+^), B2 (IgD^+^IgM^+^), and MemB (IgD^−^IgM^−^) in chimeric mice with control or KI BM reconstituted into WT hosts (control, *n* = 6; KI, *n* = 6). **(F)** Representative flow cytometry histograms of CCR9 expression in the indicated PerC populations. **(G–J)** Data for iLN, cLN, and liver each include three BM chimeric mice. PC were gated as B220^−^IgA^+^ in the SI LP and CD138^+^ otherwise. MemB were gated as IgD^−^IgM^−^ in the PerC, IgD^−^IgM^−^CD38^+^GL7^−^ in the BM, and IgD^−^CD38^+^GL7^−^CD95^+^ otherwise. **(G)** Frequencies of IgA^+^ cells within PC and MemB in the indicated organs (control PerC PC, *n* = 7; other PerC, *n* = 16–17; spleen, *n* = 9–11; mLN, *n* = 9–10; PP, *n* = 9; iLN, *n* = 5; cLN, *n* = 5; liver, *n* = 3; BM, *n* = 2; PleuralC, *n* = 5–8). **(H and I)** Frequencies of PC and MemB in the indicated organs (PerC, *n* = 14–15; spleen, *n* = 14; mLN, *n* = 13–14; PP, *n* = 11; iLN, *n* = 7; cLN, *n* = 9; liver, *n* = 3; BM, *n* = 6; PleuralC, *n* = 6–8; SI LP, *n* = 5). **(J)** Frequencies of GFP^+^ cells within PC and MemB in the indicated organs (PerC, *n* = 17; spleen, *n* = 13; mLN, *n* = 12; PP, *n* = 11; iLN, *n* = 7; cLN, *n* = 8; liver, *n* = 3; BM, *n* = 5; PleuralC, *n* = 6, SI LP, *n* = 5). Each data point represents an individual transwell (A) or mouse (D, E, and G–J), lines indicate means, and error bars represent SEM. Data were pooled from three or more independent experiments, except in D and G, which were pooled from two or more independent experiments. Statistical significance (D, E, and G–J) was determined by unpaired *t* test corrected for multiple comparisons (Holm-Šídák). ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 1.**
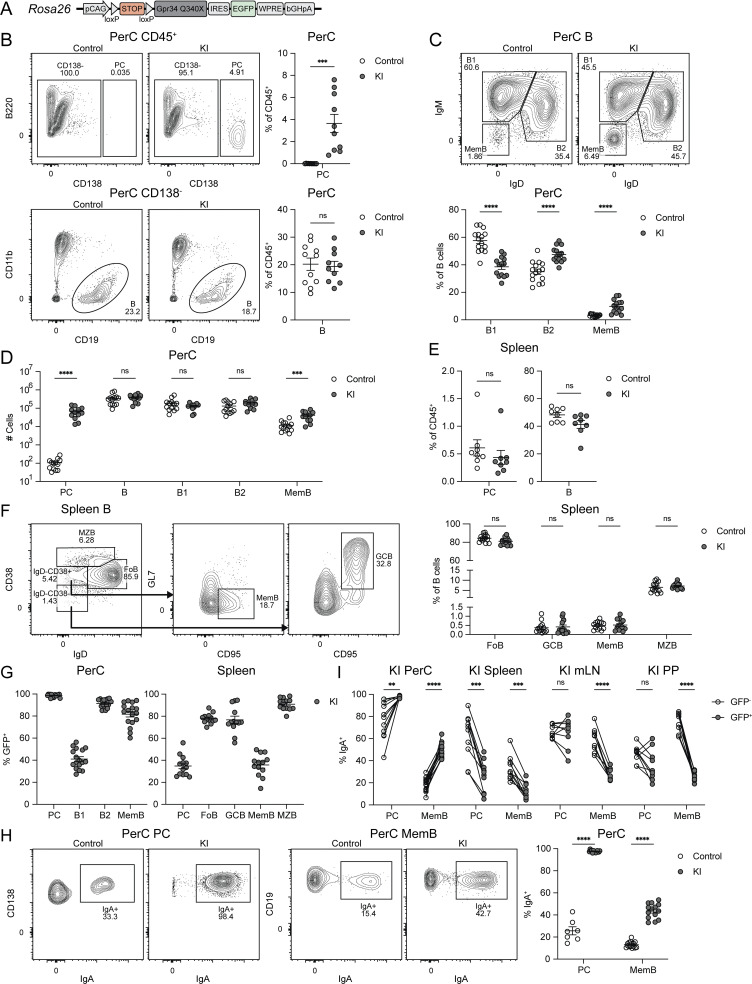
**GPR34 KI promotes PC and MemB accumulation in the PerC. (A)** Diagram of the GPR34 GOF conditional KI allele situated at the *Rosa26* locus. **(B–I)** Immune cells from control and KI (*Cd21*^*Cre*^*R26*^*LSL-Gpr34Q340X-IRES-GFP*^) mice were analyzed by flow cytometry. **(B)** Left top: Representative flow cytometry plots of PerC CD45^+^ cells gated for PC (CD138^+^) and annotated with PC frequency. Left bottom: Representative flow cytometry plots of PerC CD45^+^CD138^−^ cells gated for B cells (CD19^+^) and annotated with B cell frequency. Right: Percentages of PerC PC and B cells amongst CD45^+^ cells (control, *n* = 11; KI, *n* = 10). **(C)** Top: Representative flow cytometry plots of PerC B cells gated for B1 (IgD^−^IgM^+^), B2 (IgD^+^IgM^+^), and MemB (IgD^−^IgM^−^) and annotated with subset frequencies. Bottom: Percentages of PerC B1, B2, and MemB amongst B cells (control, *n* = 15; KI, *n* = 14). **(D)** Cell numbers of the indicated populations in the PerC (control, *n* = 13; KI, *n* = 12). **(E)** Frequencies of the indicated populations in the spleen (control, *n* = 8; KI, *n* = 8). **(F)** Left: Representative flow cytometry plots showing the gating scheme for spleen FoB (IgD^+^CD38^+^), GCB (IgD^−^CD38^−^GL7^+^CD95^+^), MemB (IgD^−^CD38^+^GL7^−^CD95^+^), and MZB (IgD^int^CD38^hi^). Right: Percentages of FoB, GCB, MemB, and MZB amongst spleen B cells (control, *n* = 14; KI, *n* = 14). **(G)** Frequencies of GFP^+^ cells within the indicated populations in the PerC and spleen (PerC, *n* = 17; spleen, *n* = 13). **(H)** Left: Representative flow cytometry plots of PerC PC and MemB gated for IgA^+^ cells and annotated with IgA^+^ frequency. Right: Percentages of IgA^+^ cells within the indicated populations in the PerC (control PC, *n* = 7; control MemB, *n* = 15; KI, *n* = 14). **(I)** Frequencies of IgA^+^ cells within the GFP^−^ and GFP^+^ subsets of the indicated populations in KI mice (PerC PC, *n* = 11; PerC MemB, *n* = 15; spleen, *n* = 10; mLN, *n* = 9; PP, *n* = 9). In B–H, each data point represents an individual mouse, lines indicate means, and error bars represent SEM. In I, each pair of connected points represents data from one mouse. Data were pooled from three or more independent experiments. Statistical significance was determined by unpaired *t* test (B–F and H) or paired *t* test (I) corrected for multiple comparisons (Holm-Šídák). ns, not significant; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### GPR34 KI promotes the PerC accumulation of PC and MemB

Flow cytometric profiling of KI mice at homeostasis revealed normal numbers of B cells in the spleen and inguinal lymph nodes (iLN) (Fig. S1 D). Analysis of the SG identified very few B cells in control mice and no accumulation in the GPR34 GOF setting (Fig. S1 D). Profiling of B-lineage cells in additional tissues revealed a marked accumulation of KI PC in the PerC. While CD138^+^ PC were virtually absent from the PerC of controls, they constituted ∼3% of PerC immune cells in KI mice (Fig. 1 B). Within B cells, we observed a relative decrease in B1 (IgD^−^IgM^+^) and a relative increase in B2 (IgD^+^IgM^+^) and class-switched MemB (IgD^−^IgM^−^), but the overall B cell frequency was unaffected (Fig. 1, B and C). Numerically, there was a ∼500-fold increase in PC and an approximately threefold increase in MemB (Fig. 1 D). Outside of the B-lineage, *Cd21*^*Cre*^ is active in stromal follicular dendritic cells. We reconstituted WT mice with BM from KI donors and found similar PerC accumulation of PC and MemB (Fig. S1 E), indicating that the observed phenotypes are B cell intrinsic.

In contrast to the PerC, PC and MemB were not expanded in the spleen (Fig. 1, E and F). Splenic FoB, germinal center B cells (GCB), and MZB were also unaffected (Fig. 1 F). We observed lower KI GFP reporter positivity for splenic PC and MemB relative to their counterparts in the PerC (Fig. 1 G). To a lesser extent, there was also lower KI GFP^+^ frequency amongst splenic FoB compared with PerC B2 (Fig. 1 G). The high GFP reporter positivity in splenic MZB (Fig. 1 G) is in accord with high *Cd21*^*Cre*^ activity in these CD21^hi^ cells. The enrichment of GFP^+^ PC, MemB, and B2 in the PerC compared with the spleen is consistent with the GPR34 GOF allele promoting accumulation of these cell types in the PerC.

We found that PerC KI PC were nearly 100% IgA^+^ (Fig. 1 H) and expressed CCR9 (Fig. S1 F), which are properties of gut-associated PC (Pabst et al., 2004). PerC KI MemB also had increased IgA positivity (Fig. 1 H), and within KI mice, GFP^+^ PerC PC and MemB had higher IgA^+^ percentages than their GFP^−^ counterparts (Fig. 1 I). With one exception, no significant IgA^+^ frequency differences were identified in other surveyed organs at the gross population level (Fig. S1 G). These data make it unlikely that the GPR34 GOF allele is directly promoting IgA class switching. Subsetting by GFP positivity revealed lower IgA^+^ proportions within reporter-positive spleen PC and MemB as well as MemB in the mesenteric LN (mLN) and the Peyer’s patches (PP) (Fig. 1 I). Additionally, we observed lower frequencies and low GFP^+^ percentages of KI PC and MemB in the PP (Fig. S1, H–J).

While control IgA^+^ PC home via the circulation preferentially to the small intestine (SI) lamina propria (LP) (Isho et al., 2021), their KI counterparts may instead be diverted to the PerC. This aligns with the observation that only ∼5% of KI SI LP PC were GFP^+^ compared with ∼30% in the PP (Fig. S1 J), revealing a strong bias against KI PC accumulation in the gut LP. SI LP PC abundance did not significantly differ between KI and control (Fig. S1 H), indicating that reporter-negative IgA^+^ PC fill the niche. Comparison across organs highlights the PerC as the site with the largest PC and MemB frequency differences (Fig. S1, H and I) and the strongest enrichment for KI reporter expression (Fig. S1 J), consistent with the PerC being a destination of IgA^+^ KI PC and MemB. The pleural cavity (PleuralC) shares certain immunological properties with the PerC (Ansel et al., 2002), and we observed that KI PC but not MemB had increased frequency, increased IgA positivity, and high GFP reporter positivity at this site (Fig. S1, G–J).

Although the mLN showed a reduction in IgA^+^ MemB amongst the GFP^+^ KI population (Fig. 1 I), there was an increased frequency and high GFP positivity of KI PC in this tissue (Fig. S1, H and J). High GFP positivity was also observed amongst PCs and MemB in the cervical LN (cLN) (Fig. S1 J). These data suggest there may be additional effects of the KI allele beyond those on IgA^+^ cells that influence cell migration or persistence in lymphoid tissues.

### PC and B cell abundance are unaltered in GPR34-deficient mice

Given the phenotypes observed with GPR34 GOF overexpression, we wondered if GPR34 deficiency would result in defects in PC or MemB populations. Surface staining for GPR34 using a polyclonal antibody demonstrated that WT PerC MemB expressed a low level of the receptor (Fig. S2 A), consistent with transcriptional data for MemB in the spleen (Bhattacharya et al., 2007; Duan et al., 2021). GPR34 protein was not detected on WT B1, B2, or PC (Fig. S2 A). As expected, cells from KI mice exhibited strong GPR34 protein expression (Fig. S2 A). At homeostasis, there was no reduction of PerC PC and MemB frequencies in GPR34-deficient mice (Fig. S2 B). Intraperitoneal (IP) immunization with nitrophenyl-haptenated keyhole limpet hemocyanin (NP-KLH) in alum adjuvant induced an overall increase in PerC PC at 2 wk but did not reveal any GPR34-dependent changes in PC or B cell frequency (Fig. S2 C). PC and B cell abundance also did not differ in the spleen, mLN, and PP at homeostasis (Fig. S2, D and E). These results indicate that endogenous levels of GPR34 on MemB are insufficient to alter B cell population frequencies in the contexts we studied.

**Figure S2.**
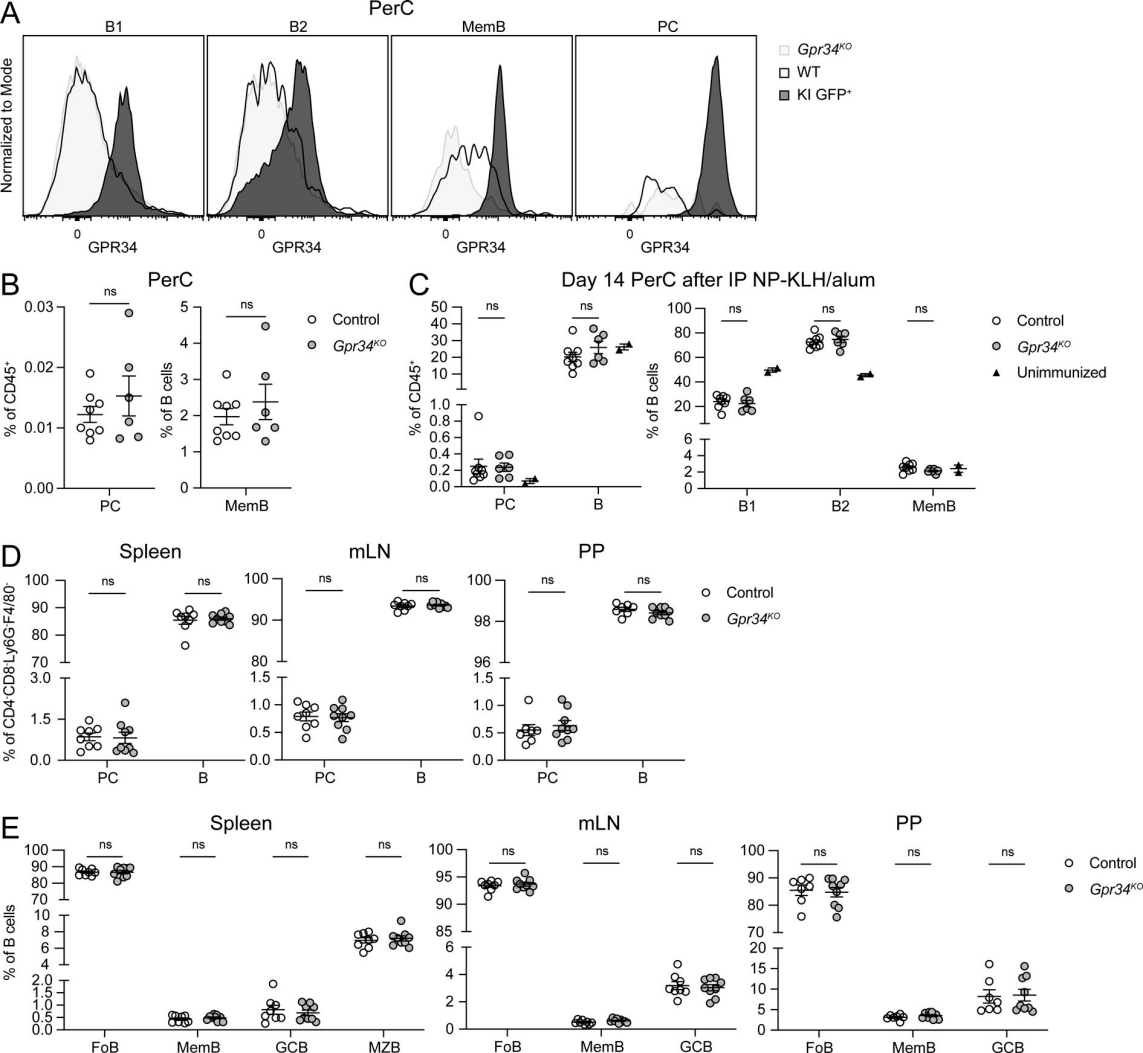
**GPR34 deficiency does not result in PC or B cell accumulation defects. (A)** Representative flow cytometry histograms of polyclonal anti-GPR34 antibody surface staining of the indicated PerC populations from *Gpr34*^*KO*^, WT, and KI (*Cd21*^*Cre*^*R26*^*LSL-Gpr34Q340X-IRES-GFP*^) mice. **(B–E)** Immune cells from control and *Gpr34*^*KO*^ mice were analyzed by flow cytometry. **(B)** Frequencies of PC (CD138^+^) and MemB (IgD^−^IgM^−^) in the PerC (control, *n* = 8; *Gpr34*^*KO*^, *n* = 6). **(C)** Frequencies of PC, B, B1 (IgD^−^IgM^+^), B2 (IgD^+^IgM^+^), and MemB in the PerC 14 days after mice were immunized IP with NP-KLH in alum adjuvant or left unimmunized (control, *n* = 8; *Gpr34*^*KO*^, *n* = 6; unimmunized, *n* = 2). **(D and E)** Frequencies of PC, B, FoB (IgD^+^CD38^+^), MemB (IgD^−^CD38^+^GL7^−^CD95^+^), GCB (IgD^−^CD38^−^GL7^+^CD95^+^), and MZB (IgD^int^CD38^hi^) in the indicated organs (control, *n* = 7–8; *Gpr34*^*KO*^, *n* = 9). Each data point represents an individual mouse (B–E), lines indicate means, and error bars represent SEM. Data were pooled from two independent experiments. Statistical significance (B–E) was determined by unpaired *t* test corrected for multiple comparisons (Holm-Šídák). ns, not significant.

### GPR34 KI cells migrate to lysoPS ex vivo

To investigate whether chemotaxis may contribute to the accumulation of KI cells in the PerC, we first evaluated their transwell migration to various chemoattractants. Both control and KI B2 and MemB responded to CXCL13, but only the KI populations migrated to lysoPS (Fig. 2 A). KI PC also showed migration toward the CCR9 ligand CCL25 (Fig. 2 A), agreeing with CCR9 expression levels (Fig. S1 F). We next tested whether intravenously (IV) transferred KI cells could home to the PerC (Fig. 2 B). Regardless of their genotype or anatomical origin, at 3 days after IV transfer, donor B cells, PC, and MemB were less recovered from the PerC than from the spleen; in particular, donor KI PC were not detected in the PerC of recipients, and donor KI MemB showed no homing advantage over their control counterparts (Fig. 2 C). Our inability to observe KI PC trafficking from the blood into the PerC may be explained by limited donor cell numbers and altered properties of ex vivo–manipulated cells. Inefficient entry into the PerC in short-term homing assays (Fig. 2, B and C) might be counteracted in KI mice by a continuous flux of KI cells through circulation. It is also possible that KI PC and MemB arrive in the PerC via a non-hematogenous route or that they develop locally in the PerC.

**Figure 2.**
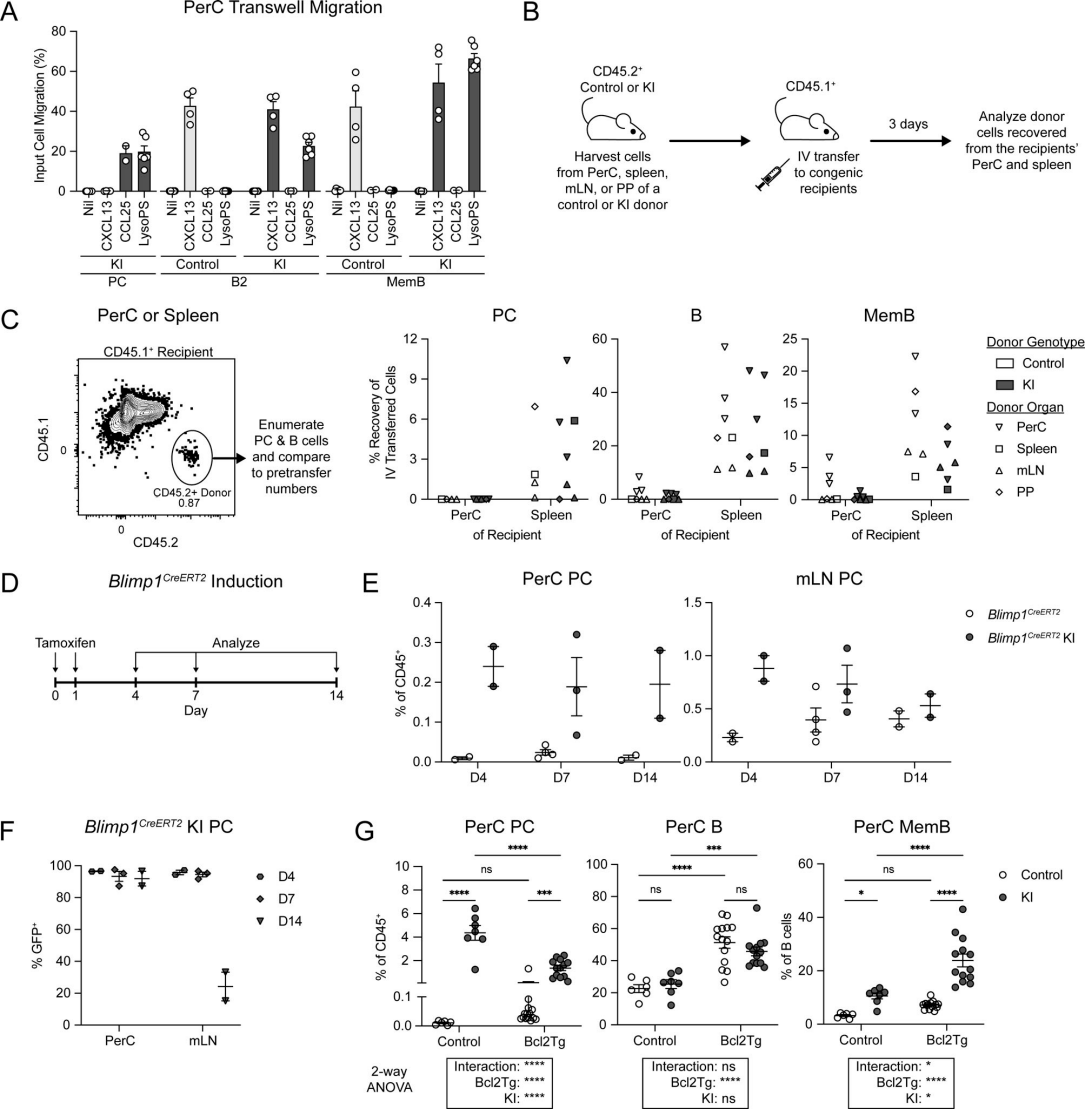
**GPR34 KI supports ex vivo lysoPS-mediated chemotaxis, can conditionally promote PerC PC accumulation, and synergizes with BCL2 to enhance PerC MemB abundance. (A)** PerC cells were harvested from control and KI (*Cd21*^*Cre*^*R26*^*LSL-Gpr34Q340X-IRES-GFP*^) mice and assayed for transwell migration to 1 µg/ml CXCL13, 5 µg/ml CCL25, or 5 µM lysoPS 18:1. Bar graph shows the frequency of PC (CD138^+^), B2 (IgD^+^IgM^+^), and MemB (IgD^−^IgM^−^) migration relative to input (nil, *n* = 6; CXCL13, *n* = 4; CCL25, *n* = 2; LysoPS, *n* = 6). **(B–G)** Immune cells were analyzed by flow cytometry. **(B and C)** PerC, spleen, mLN, and PP cells were harvested from control and KI mice, followed by adoptive transfer IV into congenic recipients. 3 days later, recipients’ PerC and spleen were analyzed for donor cells. **(B)** Schematic of IV adoptive transfer experiment. **(C)** Left: Representative flow cytometry plot identifying CD45.2^+^ congenic donor cells in samples harvested from CD45.1^+^ recipients. Right: Plots show the percent of pretransfer donor cells recovered from the recipients’ PerC and spleen. PerC donor MemB were gated as IgD^−^IgM^−^ and donor MemB from other organs were gated as IgD^−^CD38^+^ (control, *n* = 6–7; KI, *n* = 6–7; donor control PerC PC abundance was insufficient for quantification of their recovery from recipients). **(D–F)** *Blimp1*^*CreERT2*^ and *Blimp1*^*CreERT2*^ KI (*Blimp1*^*CreERT2*^*R26*^*LSL-GPR34Q340X-IRES-GFP*^) BM chimeric mice received tamoxifen via oral gavage on days 0 and 1 and were analyzed on days 4, 7, or 14 (D4, *n* = 2; D7, *n* = 3–4; D14, *n* = 2). **(D)** Timeline of tamoxifen induction and analysis. **(E)** Frequency of PerC and mLN PC at the indicated timepoints. **(F)** Frequency of GFP^+^ cells within PerC and mLN PC at the indicated timepoints. **(G)** Frequency of the indicated PerC populations in control and KI mice with or without the E*µ-Bcl2* transgene (control, *n* = 6; KI, *n* = 7; Bcl2Tg, *n* = 14; Bcl2Tg KI, *n* = 13). Each data point represents an individual transwell (A) or mouse (C and E–G), lines indicate means, and error bars represent SEM. Data were pooled from three independent experiments, except in E and F, which were pooled from two experiments. Statistical significance (G) was determined by two-way ANOVA, followed by multiple comparisons using Fisher’s LSD test. ns, not significant; *P < 0.05; ***P < 0.001; ****P < 0.0001.

### Conditional activation of GPR34 KI is sufficient for PerC PC accumulation

Both PC and MemB are prominently affected in the *Cd21*^*Cre*^ model, which promotes the expression of the GOF receptor at the mature B cell stage. To assess the effect of expressing GPR34 KI specifically at the PC stage, we bred the KI allele with *Blimp1*^*CreERT2*^ mice that also have a tdTomato reporter at the *Blimp1* locus (Robinson et al., 2023). 8 wk after reconstitution, *Blimp1*^*CreERT2*^*R26*^*LSL-GPR34Q340X-IRES-GFP*^ BM chimeric mice—“Blimp1Cre KI”—received tamoxifen via oral gavage on days 0 and 1, followed by analysis at various timepoints (Fig. 2 D). By day 4, Blimp1Cre KI PC were strongly accumulated in the PerC, though at a frequency ∼10-fold lower than in the *Cd21*^*Cre*^ model; this level persisted at least through day 14 (Fig. 2 E). An increase in mLN PC was also present at day 4 but subsequently waned (Fig. 2 E). These data correlated with the maintenance of high Blimp1Cre KI PC GFP reporter positivity in the PerC even after it dropped in the mLN pursuant to tamoxifen clearance (Fig. 2 F). Thus, GPR34 KI can conditionally promote PerC PC accumulation when turned on at the PC stage, and KI PC selectively persist in the PerC after seeding.

### KI PerC MemB accumulation is enhanced by Bcl2 overexpression

To explore the interaction of cell survival signals with the maintenance of PerC PC and MemB, we used Eµ*-bcl2* mice (Strasser et al., 1991), in which anti-apoptotic Bcl2 protein is expressed in the B-lineage, leading to overall expansion of B cells, including the splenic PC and MemB compartments (Smith et al., 1994, 2000). In the PerC, there were trends for increases in both PC and MemB in Bcl2 transgenic compared with control mice (Fig. 2 G). On a GPR34 KI background, the addition of the Bcl2 transgene decreased PC frequency but increased MemB abundance, with a significant interaction between the genotypes indicating a greater than additive effect (Fig. 2 G). These data reveal that in the context of PerC MemB accumulation, GPR34 KI provides signals that are non-redundant with Bcl2. Furthermore, there exists at least one condition in which KI PC and MemB can be regulated in opposing directions.

### GPR34 KI enhances MemB proliferation

Given previous reports of GPR34’s pro-growth properties in vitro (Ansell et al., 2012; Jin et al., 2015), we wondered if PerC KI cells have increased cell proliferation. PerC B2 and MemB were sorted from control and KI mice for bulk RNA sequencing (RNAseq). 

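Libraries were made from 4 groups of sorted peritoneal cavity (PerC) cells, control B2, KI B2, control MemB and KI MemB, with 3 libraries in each. KI mice carry a Cre-dependent allele in the Rosa26 locus that expresses a truncated, gain-of-function GPR34 together with GFP, and Cd21-Cre switches it on in mature B cells. The RNA was amplified, sequenced as paired-end reads and aligned to the mouse mm39 genome with STAR, and the authors deposited RSEM's expected counts per gene, without normalization. Expected counts need not be whole, because RSEM shares reads between genes they fit equally well, and 32.2% of the non-zero values were not whole numbers; they were rounded before testing. The total per library lay between 29895031 and 39732039 counts. Its median was 30911317 in control B2, 36855645 in KI B2, 36676631 in control MemB and 31376586 in KI MemB. Between 17352 and 18692 genes had at least 1 count in a library. The mitochondrial 12S and 16S and the 18S ribosomal RNA genes took between 29.3% and 38.3% of the counts of a library, which lowers the depth left for other genes. Of the 56941 genes in the table, the 15148 that passed edgeR's filter on low counts were tested, in a single model of all 12 libraries with TMM normalization. A gene was called a DEG when its adjusted p was below 0.05 and its log2 fold change was above 1 or below -1, the limits the paper gives for its DESeq2 analysis. Replicates of a group varied widely, with a common biological coefficient of variation of 91.4%. Across genes, the correlation of log2 CPM (counts scaled to library size) between replicates of a group ranged from 0.802 to 0.837 over the 12 pairs, and no pair of libraries was alike to within sampling noise. The Gpr34 gene, which checks the genotype labels, was higher in every KI library than in every control library of the same cell type.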

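In a PCA of variance-stabilized counts over the 500 most variable genes, PC1 held 26.2% of the variance and PC2 held 15.7%. On PC1, the mean score was -8.55 ± 1.14 (SD, n = 3) in control B2, -8.78 ± 0.616 (SD, n = 3) in KI B2, 7.81 ± 0.309 (SD, n = 3) in control MemB and 9.52 ± 2.11 (SD, n = 3) in KI MemB. The nearest B2 and MemB libraries were 14.9 units apart, and no other arrangement of the 12 libraries into 6 and 6 but the mirror image gave as large a difference in means (two-sided exact permutation test, p = 0.00216). On PC2, KI MemB scored 8.07 ± 3.03 (SD, n = 3) and control MemB -8.98 ± 4.93 (SD, n = 3), with a gap of 8.57 between the nearest libraries of the genotypes. That separation was complete, but 3 libraries against 3 cannot give a two-sided exact permutation p below 0.1, which was the value obtained. The corresponding PC2 scores of KI B2 and control B2 were 1.29 ± 1.67 (SD, n = 3) and -0.381 ± 4.05 (SD, n = 3), a difference smaller than the spread of control B2 (two-sided exact permutation test, p = 0.6). Replicate 3, of the other sex by Xist and Y-linked counts, scored highest on PC2 in each of the 4 groups. Without it, control B2 scored -3.20 and -2.21 and KI B2 0.0552 and 0.635. The test ignores this shared shift, so it does not show that the genotypes are alike in B2. Leaving out each library in turn moved the PC2 gap most when control MemB replicate 1 was absent, where it became -0.16 and the genotypes overlapped. Gene by gene, 153 genes differed between MemB and B2 averaged over the genotypes, 97 higher and 56 lower in MemB. B2 and MemB libraries with the same genotype and number may come from one mouse, and with the mouse as a block the number was 125. The same-numbered B2 and MemB libraries shared little of their deviation from the group means, with a mean correlation across genes of 0.013 in control mice and 0.0137 in KI mice. Replicates varied so widely that such low values do not speak against a shared mouse. Same-numbered B2 and MemB libraries of a genotype were also of the same sex.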

Principal component analysis (PCA) revealed prominent transcriptional differences between B2 and MemB along PC1; control and KI B2 were relatively similar, while PC2 captured differences between control and KI MemB (Fig. 3 A). Consistently, there were a much greater number of differentially expressed genes (DEGs) when comparing KI versus control MemB than when comparing KI versus control B2 (Fig. S3, A and B; and Table S1). 

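In MemB, 43 genes were DEGs between KI and control, 12 higher and 31 lower in KI, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In B2, 1 gene was a DEG, Gpr34 itself. At an unadjusted p below 0.05 there were 1676 genes in MemB and 870 in B2, where 757 would be expected by chance among the 15148 tested. With genotype labels exchanged between same-numbered libraries, the 3 other arrangements gave 1198 to 1294 genes in MemB and 762 to 866 in B2. The number in B2 was thus hardly above that of exchanged labels. Of the 43 DEGs in MemB, which were chosen by a test of that difference, 42 had every KI library above or below every control library. Over all 15148 genes tested, 1832 (12.1%) were separated in this way in MemB, where 10% would be expected by chance for 3 libraries against 3. The KI effect itself was compared between the cell types with an interaction term, which called 10 genes, 2 with a larger and 8 with a smaller log2 fold change in MemB than in B2. The choice of test moved these numbers most. DESeq2's Wald test on the same counts called 772 genes in MemB and 192 in B2, and with shrunken fold changes it called 554 and 108. The paper's reported numbers in Table S1 are 625 genes in MemB and 117 in B2. Of those 625, 318 are higher and 307 lower in KI. Of DESeq2's genes in MemB, 346 of the 772 were higher in KI, and 294 of the 554 with shrunken fold changes. The strong lean to lower genes was thus seen with edgeR only. Of the 43 genes called by edgeR in MemB, 37 are in the paper's table. The number was higher in MemB than in B2 with each of these tests.

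**Figure D1:**
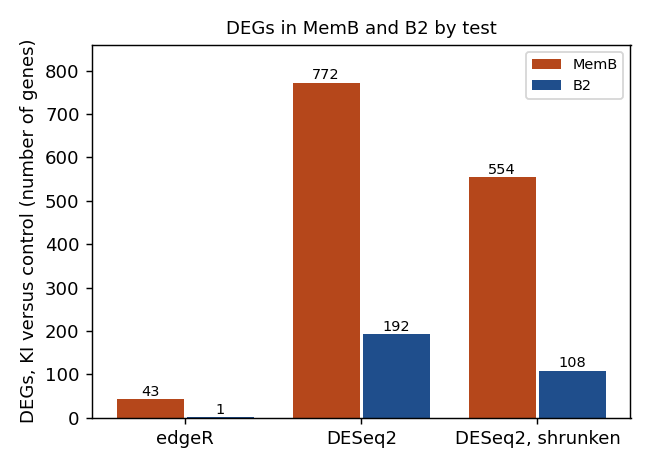
Number of DEGs between KI and control (vertical axis, genes) in MemB and B2 with edgeR, DESeq2 and DESeq2 with shrunken fold changes, each on all 12 libraries. The MemB bars stand at 43, 772 and 554 and the B2 bars at 1, 192 and 108.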

Gene Ontology (GO) analysis of genes upregulated in KI MemB revealed enrichment for terms associated with “cell division” (Fig. 3 B). Accordingly, many cell cycle–related transcripts, including *Cdc45*, *Cdk1*, *Cdkn1a*, and *Mki67* were upregulated (Fig. 3 C). 

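Gene Ontology annotation was not used here, and lists of S-phase and G2/M-phase genes, fixed before the counts were seen, stood for cell division. They hold 97 genes, 43 for S and 54 for G2/M, all of them tested. In MemB, 74 of the 97 had a higher mean in KI than in control, with a mean log2 fold change of 1.02 over the list (adjusted p = 0.0368, limma's fry rotation gene set test on edgeR's model, two-sided, with Benjamini-Hochberg adjustment over the 9 lists tested, some of which overlap). The median over the list in MemB was lower than the mean, at 0.66. With one library left out, the mean in MemB ranged from 0.59 to 1.16. In 4 of those 12 fits it did not pass at an unadjusted p below 0.05 by fry. In B2 the mean was 0.14 and 56 genes were higher (adjusted p = 0.886, fry). The difference between the cell types in this effect was 0.88 on the log2 scale and did not pass the same test (adjusted p = 0.153, fry). The G2/M list alone rose by 1.35 in MemB (adjusted p = 0.0226, fry), and the S list alone by 0.60 (adjusted p = 0.139, fry). Gene by gene, 16 of the 97 had an unadjusted p below 0.05 in MemB; 1 passed adjustment over the list alone and 0 passed adjustment over all genes tested. Accordingly, 0 of the 12 DEGs higher in KI MemB by edgeR were on the lists. With so few DEGs, and 97 of the 15148 genes tested on the lists, 0 would be likely even under enrichment. This number therefore decides nothing about enrichment. Aspm, which encodes a protein of the mitotic spindle and was singled out after its values were seen, is 1 of those 12 DEGs but on neither list. It had 97.5 ± 38.4 normalized CPM (SD, n = 3) in KI MemB and 16.8 ± 2.57 (SD, n = 3) in control MemB, a log2 fold change of 2.54 (standard error 0.53, adjusted p = 0.0204 from edgeR's test), and its call was lost in 3 of the 12 fits that each left out one library. In B2 its log2 fold change was 0.49 (adjusted p = 0.994, same edgeR test). With DESeq2, 7 of the 346 DEGs higher in KI MemB were on them, an odds ratio of 3.50 against all genes tested (one-sided Fisher's exact test, p = 0.00564). The paper's bar graph also has a cholesterol biosynthesis term. The 20 genes of that pathway had a mean log2 fold change of 1.02 in MemB, with 18 of them higher in KI (adjusted p = 0.00191, fry). Of these, Hmgcs1, singled out after its values were seen, was a DEG with a log2 fold change of 2.35 (standard error 0.40, adjusted p = 0.00396, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In B2 the mean of this pathway was 0.36, with 14 genes higher (adjusted p = 0.410, fry). Hmgcs1 had a log2 fold change of 1.14 in B2, with every KI library above every control library (unadjusted p of 0.00637 and adjusted p = 0.838, same edgeR test).

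**Figure D2:**
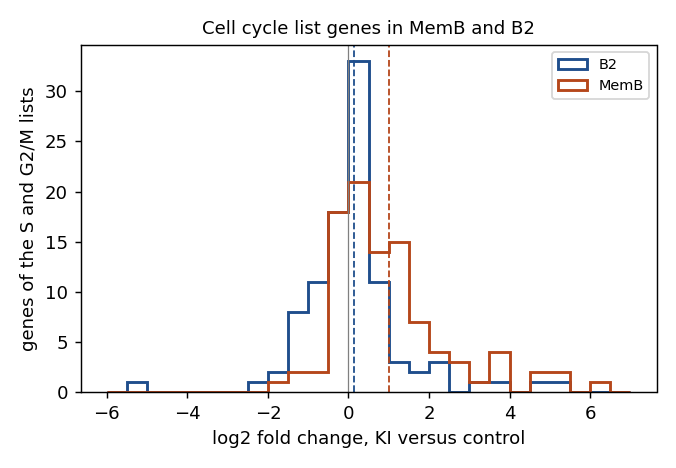
Log2 fold changes between KI and control (horizontal axis) of the 97 genes of the S and G2/M lists, counted in steps along the axis (vertical axis, genes), for MemB and B2. Dashed lines mark the means, 1.02 in MemB and 0.14 in B2, and both histograms overlap around 0.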

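Cdc45 lies on chromosome 16 of GRCm39 from 18599195 to 18631551, Cdk1 on chromosome 10 from 69170976 to 69236595, Cdkn1a on chromosome 17 from 29309936 to 29319701 and Mki67 on chromosome 7 from 135291513 to 135318299. Each is a protein-coding gene that overlaps at least 1 other annotated gene, and the paper's text does not say whether reads were counted by strand. Cdc45 had 12.8 ± 9.67 normalized CPM (SD, n = 3) in KI MemB and 0.310 ± 0.118 (SD, n = 3) in control MemB, a log2 fold change of 5.34 (standard error 1.64, adjusted p = 0.236 from edgeR's quasi-likelihood test). Cdk1 had 19.8 ± 12.7 (SD, n = 3) against 1.54 ± 1.63 (SD, n = 3), a log2 fold change of 3.69 (standard error 1.24, adjusted p = 0.306, same edgeR test). For Cdkn1a the values were 22.8 ± 9.76 (SD, n = 3) and 0.445 ± 0.194 (SD, n = 3), a log2 fold change of 5.67 (standard error 1.36, adjusted p = 0.0619, same edgeR test). Mki67 was counted far more often, at 393 ± 102 (SD, n = 3) and 210 ± 45.7 (SD, n = 3), and its log2 fold change was 0.91 (standard error 0.35, adjusted p = 0.36, same edgeR test). In all of these 4 genes, every KI MemB library was above every control MemB library. Their unadjusted p-values from edgeR were 0.00274, 0.00574, 0.000229 and 0.0177. DESeq2 on the same counts called Cdc45 (adjusted p = 0.00221), Cdk1 (adjusted p = 0.00398) and Cdkn1a (adjusted p = 5.99e-06) but not Mki67 (adjusted p = 0.37). With each library left out in turn, the log2 fold change in MemB ranged from 4.54 to 5.72 for Cdc45, from 3.03 to 5.03 for Cdk1, from 5.37 to 5.99 for Cdkn1a and from 0.73 to 1.09 for Mki67. In B2, the log2 fold changes were 0.76, 0.51, 3.70 and 0.02 in the same order, and edgeR's test called none of these 4 genes. DESeq2 called Cdkn1a in B2 (adjusted p = 0.0263), where the paper lists it too, but not the others. All 17 cell cycle genes of the heatmap had a higher mean in KI than in control MemB, with log2 fold changes from 0.69 to 5.67. Of these 17, edgeR called 0 and DESeq2 called 7, and 12 had an unadjusted p below 0.05 in edgeR's test. The paper sets the rise of these transcripts in KI MemB beside the enrichment of cell division terms among the genes upregulated in these cells.

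**Figure D3:**
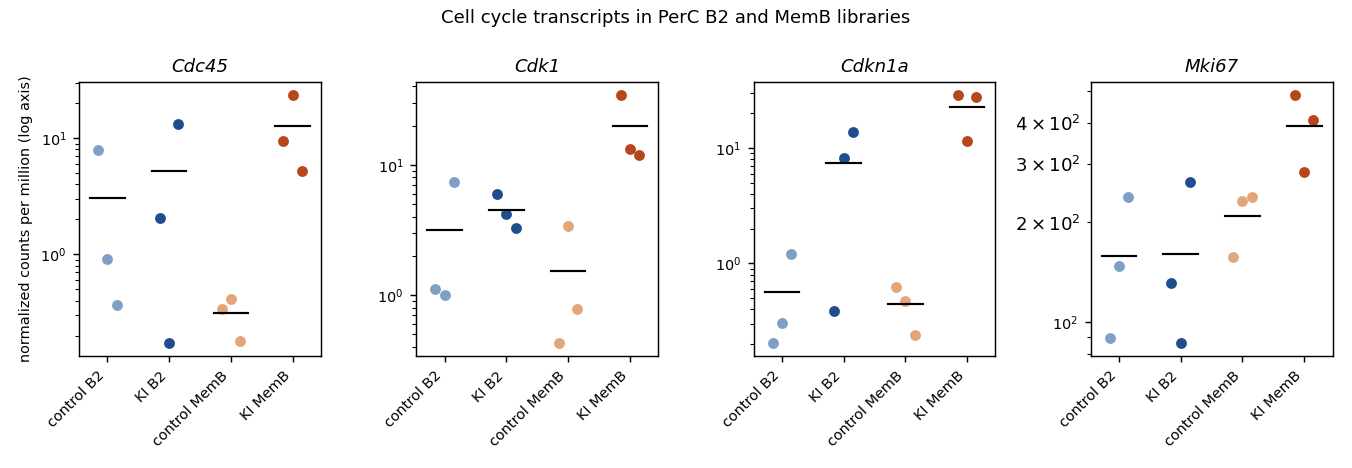
Normalized CPM (log axis, a separate scale for each gene) of Cdc45, Cdk1, Cdkn1a and Mki67 in the 12 libraries; each point is a library and each line the mean of 3. The KI MemB points lie above the control MemB points for each gene, and B2 points of Cdc45 spread from 0.171 to 13.4.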

Intracellular staining confirmed an elevated frequency of Ki67^+^ MemB in KI compared with control (Fig. 3 D). KI PC, B1, and B2 did not exhibit this increase, although PC Ki67 levels were generally high (Fig. 3 D). As an orthogonal measurement of cell proliferation, we administered a single IP pulse of 5-ethynyl-2′-deoxyuridine (EdU) 90 min before analysis. KI MemB incorporated more EdU than their control counterparts, with the PC, B1, and B2 populations largely unaffected (Fig. 3 E).

**Figure 3.**
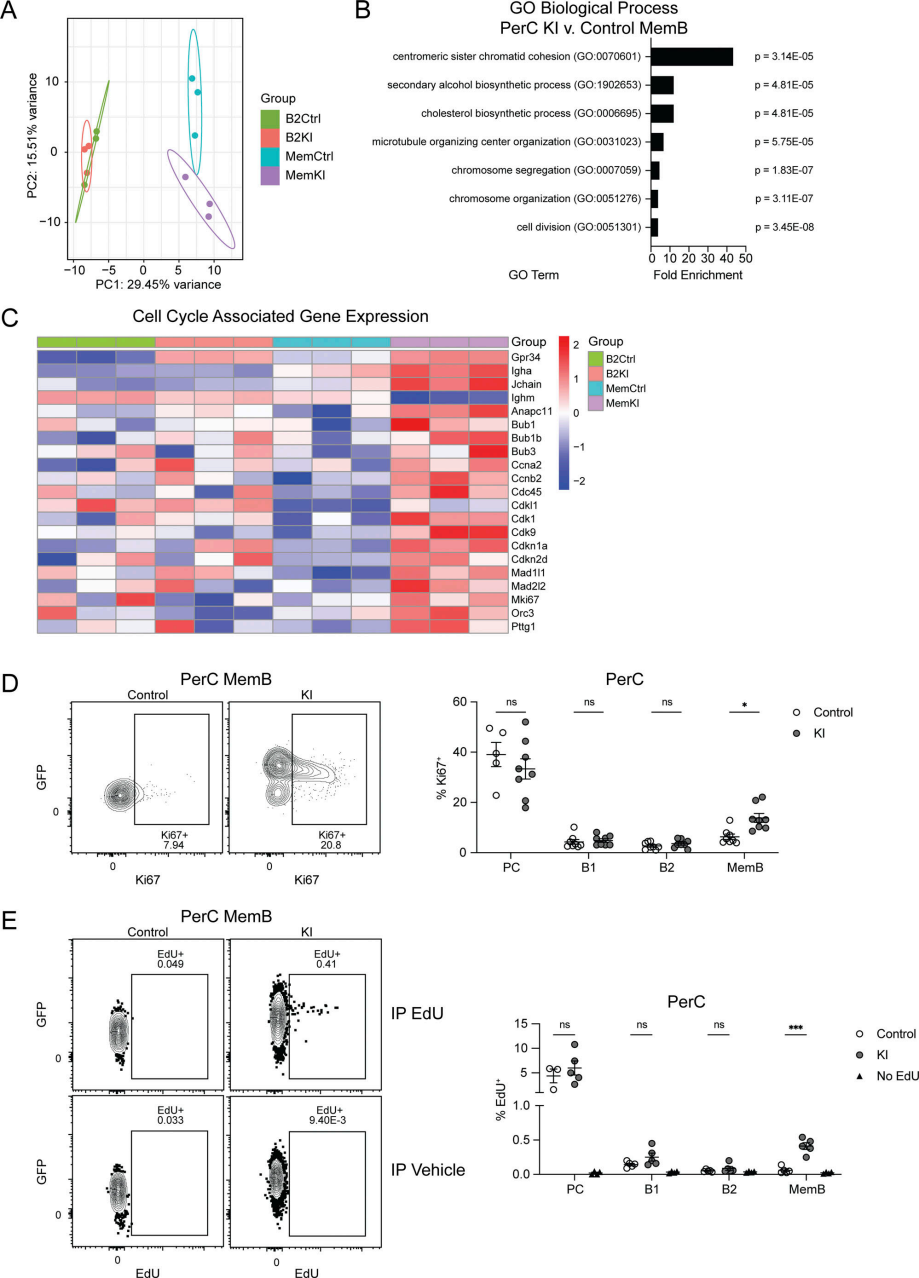
**GPR34 KI promotes MemB proliferation. (A–C)** B2 (IgD^+^IgM^+^) and MemB (IgD^−^IgM^−^) cells were sorted from the PerC from control and KI (*Cd21*^*Cre*^*R26*^*LSL-Gpr34Q340X-IRES-GFP*^) mice for bulk RNAseq (control B2, *n* = 3; control MemB, *n* = 3; KI B2, *n* = 3; KI MemB, *n* = 3). **(A)** PCA plot of sequencing samples. **(B)** GO analysis of top-upregulated DEGs comparing KI MemB to control MemB. Bar graph shows the seven GO terms with the highest fold enrichment along with each term’s P value. **(C)** Heatmap comparing normalized expression of *Gpr34*, *Igha*, *Jchain*, *Ighm*, and selected cell cycle–associated genes across the indicated populations. **(D and E)** Immune cells from control and KI mice were analyzed by flow cytometry. **(D)** Left: Representative flow cytometry plots of PerC MemB gated for Ki67^+^ cells and annotated with Ki67^+^ frequency. Right: Percentages of Ki67^+^ cells within PerC PC (CD138^+^), B1 (IgD^+^IgM^+^), B2, and MemB (control PC, *n* = 5; other control, *n* = 8; KI, *n* = 8). **(E)** Left: Representative flow cytometry plots of PerC MemB gated for EdU^+^ cells and annotated with EdU^+^ frequency. Right: Percentages of EdU incorporation in the indicated PerC populations 90 min after IP injection of EdU or vehicle (control PC, *n* = 3; other control, *n* = 5; KI, *n* = 5; no EdU, *n* = 4). Each data point represents an individual mouse (D and E), lines indicate means, and error bars represent SEM. Data were pooled from three (D) or two (E) independent experiments. Statistical significance (D and E) was determined by unpaired *t* test corrected for multiple comparisons (Holm-Šídák). ns, not significant; *P < 0.05; ***P < 0.001.

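Gpr34 lies on chromosome X of GRCm39 from 13489625 to 13507116, within the span of Cask, and the counts do not separate its own transcripts from those of the KI allele. It had 4.92 ± 1.77 normalized CPM (SD, n = 3) in control B2, 105 ± 6.70 (SD, n = 3) in KI B2 and 152 ± 18.2 (SD, n = 3) in KI MemB. The 3 control MemB libraries lay between 18.8 and 30.8. The log2 fold change between KI and control was 4.41 in B2 (standard error 0.42, adjusted p = 1.38e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.72 in MemB (standard error 0.39, adjusted p = 0.000222, same edgeR test). The difference of -1.69 between these 2 effects did not pass edgeR's interaction test (adjusted p = 0.359). Igha, on chromosome 12 from 113218450 to 113223856, had 3794 ± 1270.1 (SD, n = 3) in KI MemB and 687 ± 366 (SD, n = 3) in control MemB, a log2 fold change of 2.47 (standard error 0.39, adjusted p = 0.0294, same edgeR test). Its call was lost in 8 of the 12 fits that each left out one library. By flow cytometry, the paper reports a larger part of IgA+ cells in PerC KI MemB than in control MemB. Jchain, on chromosome 5 from 88667668 to 88675750, rose from 10.1 ± 6.86 (SD, n = 3) to 140 ± 63.0 (SD, n = 3), a log2 fold change of 3.80 (standard error 0.68, adjusted p = 0.00495, same edgeR test). Ighm, on chromosome 12 from 113382178 to 113386350, went the other way, from 2441 ± 371 (SD, n = 3) in control MemB to 443 ± 136 (SD, n = 3) in KI MemB, a log2 fold change of -2.46 (standard error 0.17, adjusted p = 4.81e-11, same edgeR test). In B2, the log2 fold changes of Igha, Jchain and Ighm were 0.09, -0.63 and -0.42, and edgeR's test called none of these 3 genes.

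**Figure D4:**
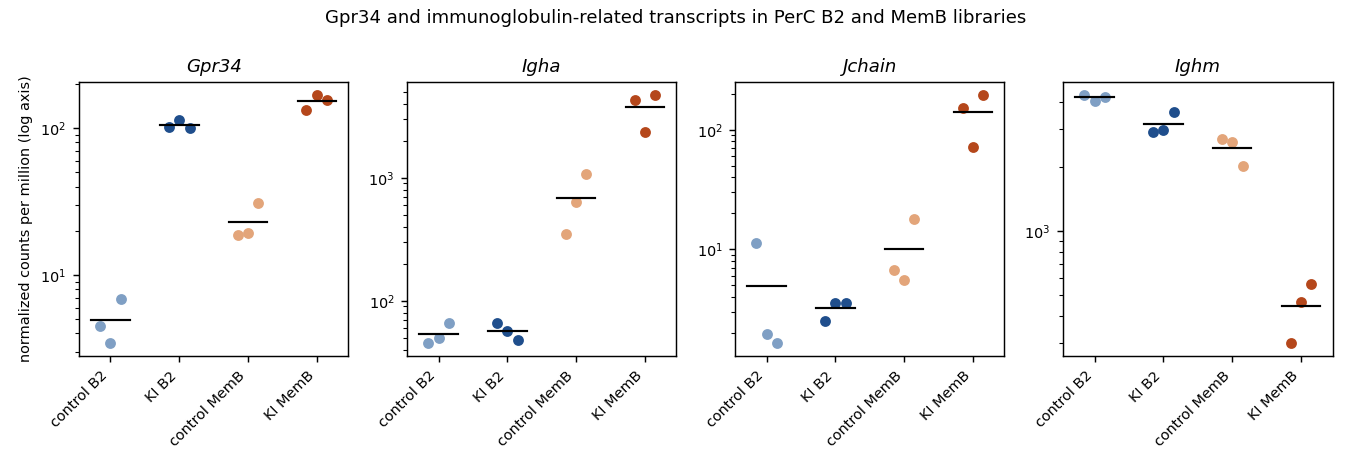
Normalized CPM (log axis, a separate scale for each gene) of Gpr34, Igha, Jchain and Ighm in the 12 libraries; each point is a library and each line the mean of 3. KI points lie above control points for Gpr34 in both cell types, and Ighm is lowest in KI MemB, with a mean of 443.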

**Figure S3.**
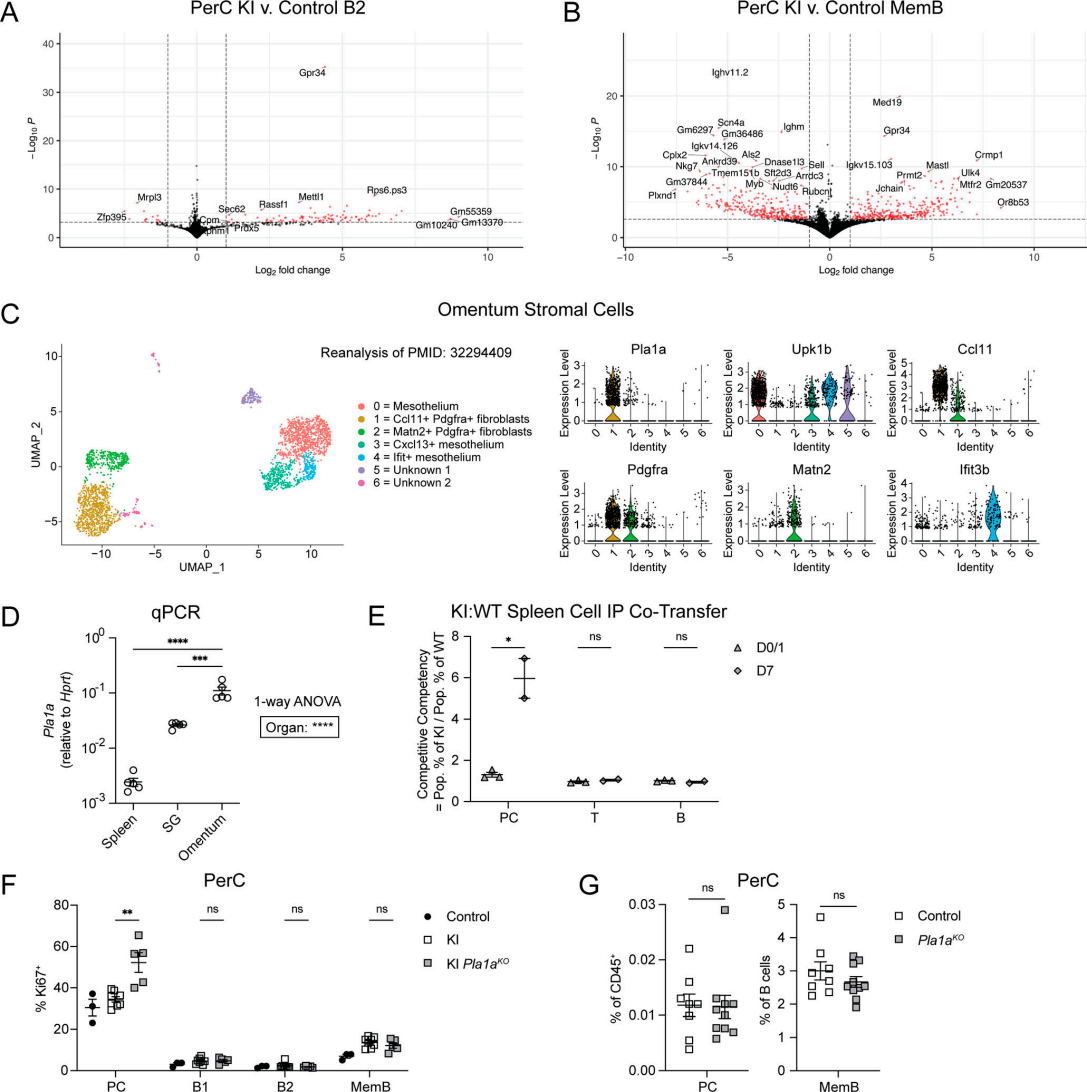
**GPR34 KI alters gene expression of PerC cells, omental fibroblasts express PLA1A, and GPR34 KI supports PC maintenance in the PerC. (A and B)** B2 (IgD^+^IgM^+^) and MemB (IgD^−^IgM^−^) cells were sorted from the PerC from control and KI mice for bulk RNAseq (control B2, *n* = 3; control MemB, *n* = 3; KI B2, *n* = 3; KI MemB, *n* = 3). Volcano plots display in red the DEGs with a log_2_ fold change >1 and an adjusted P < 0.05 for the indicated comparisons. **(C)** Seurat reanalysis of the mouse omental stromal cell scRNAseq dataset from Jackson-Jones et al. (2020). Violin plots show normalized expression of *Pla1a* and cluster-defining markers. **(D)** qPCR for expression of *Pla1a* (relative to *Hprt*) in whole spleen, SG, and omentum tissues from WT mice (spleen, *n* = 5; SG, *n* = 5; omentum, *n* = 5). **(E–G)** Immune cells were analyzed by flow cytometry. **(E)** Spleen cells from control and KI (*Cd21*^*Cre*^*R26*^*LSL-Gpr34Q340X-IRES-GFP*^) mice were harvested, dye-labeled, mixed, and co-transferred IP into congenic recipients. Donor cell recovery from recipients’ PerC was analyzed by flow cytometry for PC (CD138^+^), T cells (TCRb^+^), and B cells (CD19^+^) on the indicated days after transfer. For a given population, the competitive competency is defined as the ratio between its frequency among KI cells and its frequency among control cells, which reflects the multiplicity of the numerical advantage of KI over control. **(F)** Frequencies of Ki67^+^ cells within the indicated PerC populations from control, KI, and KI *Pla1a*^*KO*^ mice (control, *n* = 4; KI, *n* = 9; KI *Pla1a*^*KO*^, *n* = 5). **(G)** Frequencies of the indicated PerC populations in control (*Pla1a*^*WT*^ or ^*Het*^) and *Pla1a*^*KO*^ mice (control, *n* = 8; *Pla1a*^*KO*^, *n* = 10). Each data point represents an individual mouse (D–G), lines indicate means, and error bars represent SEM. In D–G, data were pooled from two independent experiments, except in E, which was from one experiment. Related to E, similar findings were obtained in separate groups of recipient mice that received donor mLN and PP cells. Statistical significance was determined by one-way ANOVA, followed by paired *t* test of each tissue to the omentum corrected for multiple comparisons (Holm-Šídák) (D) or by unpaired *t* test corrected for multiple comparisons (Holm-Šídák) (E–G). ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

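Among MemB DEGs with no overlap between KI and control libraries, the 5 largest rises by edgeR were those of Gm20537, Ulk4, Jchain, Igkv15.103 and Panx1. Gm20537 had at most 2 counts in any control MemB library and 16 in KI MemB replicate 2, so the size of its rise was not measured. The KI MemB mean was 194-fold above a floor of 3 counts, and rests on replicates 1 and 3, with 755 and 760 counts. The gene shares its span on chromosome 9 with Snx14 and Syncrip, whose reads the counting could have split. Its call in MemB was lost in 5 of the 12 fits that each left out one library. In B2 the gene went the other way, with 79 to 411 counts in control and 0 to 5 in KI libraries, a log2 fold change of -6.66 (standard error 1.69, adjusted p = 0.838 from edgeR's test). Ulk4 had 35.7 ± 15.3 normalized CPM (SD, n = 3) in KI MemB and 1.05 ± 0.288 (SD, n = 3) in control MemB, a log2 fold change of 5.09 (standard error 1.04, adjusted p = 0.0187, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Igkv15.103 and Panx1 the log2 fold changes were 3.13 and 2.89. The 5 largest falls, with their log2 fold changes, were those of Nkg7 (-6.47), Tmem151b (-6.26), Ccl22 (-6.22), Gm6297 (-5.91) and Scn4a (-5.63). Of these 5, Ccl22 varied most among control MemB libraries, with 32.5 ± 49.9 normalized CPM (SD, n = 3). Nkg7 fell from 22.3 ± 21.6 (SD, n = 3) to 0.246 ± 0.0664 (SD, n = 3), and its adjusted p of 0.0374 in edgeR's test rose to as much as 0.304 with one library left out. That of Ccl22 rose to as much as 0.570, and the log2 fold change of Ccl22 ranged from -6.79 to -3.08 in the same fits. Of the 12 such fits, the call was lost in 6 for Tmem151b, 5 for Nkg7, 4 for Ccl22 and for Igkv15.103, 3 for Ulk4, for Panx1 and for Scn4a, and 1 for Jchain and for Gm6297.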

### The omentum is enriched for KI PC and MemB

We next asked whether KI PerC cells were equivalently distributed across the surfaces of PerC organs. Rinsing off surface-associated cells from various tissues revealed a striking enrichment of KI PC and MemB at the omentum (Fig. 4 A). The omentum is a hub for local PerC immunity (Rangel-Moreno et al., 2009; Perez-Shibayama et al., 2018), and previous studies have shown that omental stroma expresses chemokines to recruit immune cells (Ansel et al., 2002; Jackson-Jones et al., 2020). While the rinsing data do not demonstrate that the KI cells entered the PerC through the omentum, they are consistent with this possibility. To explore whether the GPR34 ligand lysoPS is likely to be produced at the omentum, we reanalyzed a published single-cell RNAseq (scRNAseq) dataset of omental stromal cells (Jackson-Jones et al., 2020) and found that transcripts of the lysoPS-generating enzyme PLA1A were well-expressed in the *Ccl11*^*+*^*Pdgfra*^*+*^ fibroblast subset (Fig. S3 C). On the whole-tissue level, *Pla1a* transcripts were significantly more abundant in the omentum than in the SG and spleen (Fig. S3 D). Liquid chromatography–tandem mass spectrometry (LC-MS/MS) quantification of lysoPS revealed that omentum tissue from *Pla1a*^*KO*^ mice contained a lower abundance of *sn*-2 18:1 and 20:4 while the *sn*-1 forms were unchanged (Fig. 4 B). The remaining *sn*-2 lysoPS detected in PLA1A-deficient mice may be an artifact of sample preparation or may truly reflect in vivo levels, although it is unclear if there exist additional *sn*-2 lysoPS-generating enzymes (Omi et al., 2021). In our efforts to reliably identify KI PC on the omentum by immunofluorescence whole-mount microscopy, we were greatly aided by the Blimp1-tdTomato reporter. In Blimp1Cre KI omenta, CD138^+^Blimp1-tdTomato^+^ KI PC were mostly observed surrounding B220^+^ FALCs, and PC were rarely detected in control omenta (Fig. 4 C).

**Figure 4.**
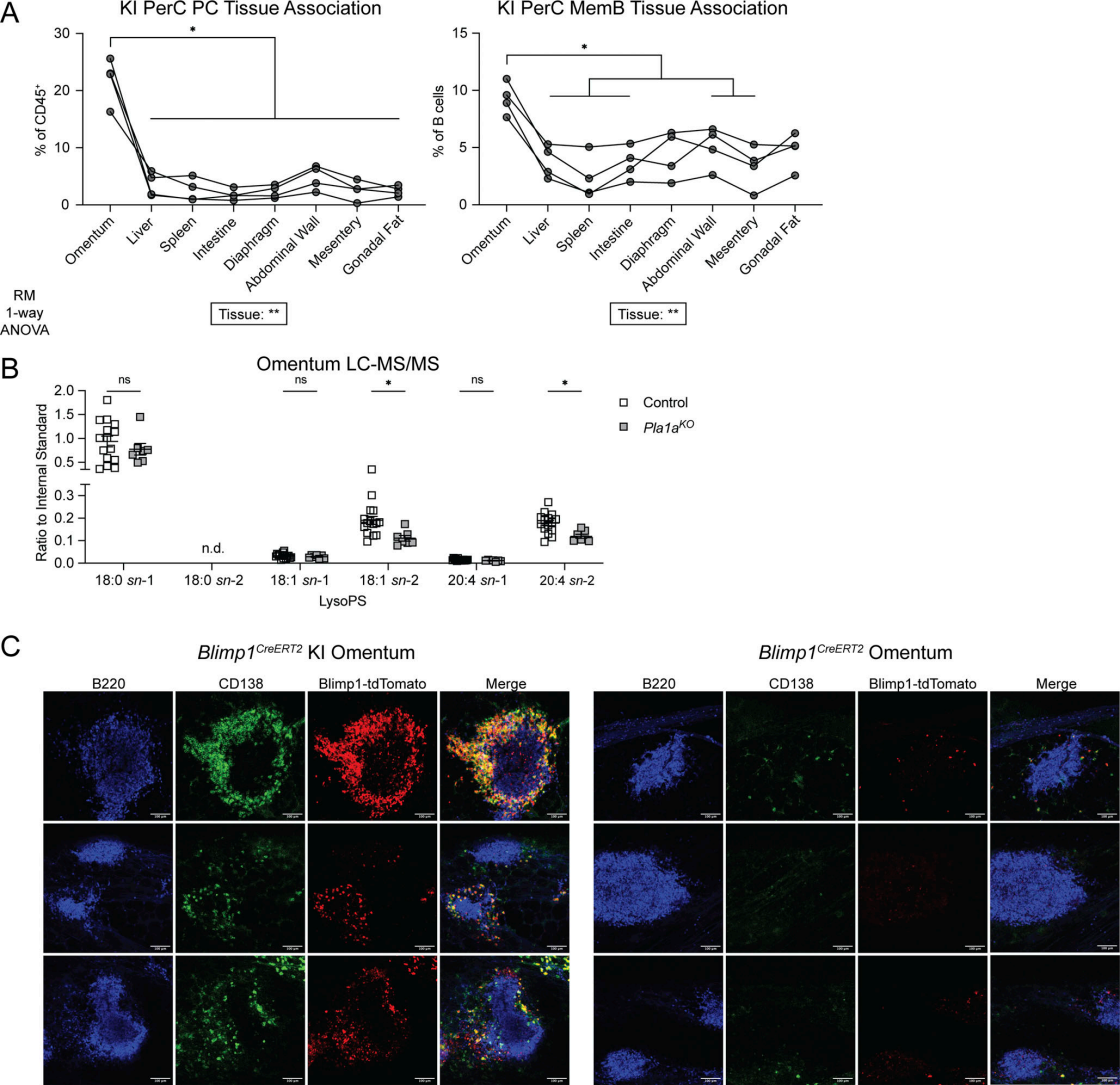
**GPR34 KI PC and MemB are enriched at the omentum where PLA1A regulates lysoPS abundance. (A)** PerC organs from KI (*Cd21*^*Cre*^*R26*^*LSL-Gpr34Q340X-IRES-GFP*^) mice or KI BM chimeric mice were harvested and rinsed in MACS buffer to dissociate cells physically associated with the visceral peritoneal surface of each tissue. Plots show frequencies of PC (CD138^+^) and MemB (IgD^−^IgM^−^) in these tissue rinses analyzed by flow cytometry. Each set of connected points represents data from one mouse (*n* = 4). Data are pooled from two independent experiments. Statistical significance was determined by repeated measures one-way ANOVA with the Geisser-Greenhouse correction, followed by paired *t* test of each tissue to the omentum corrected for multiple comparisons (Holm-Šídák). **(B)** LC-MS/MS quantification of the indicated *sn*-1 and *sn*-2 lysoPS species in the homogenized omentum of control (*Pla1a*^*WT*^ or ^*Het*^) and *Pla1a*^*KO*^ mice (control, *n* = 15; *Pla1a*^*KO*^, *n* = 7). Data were normalized to an internal standard. Each data point represents an individual mouse, lines indicate means, and error bars represent SEM. Data are pooled from two independent experiments. Statistical significance was determined by unpaired *t* test corrected for multiple comparisons (Holm-Šídák). **(C)** Representative immunofluorescence images of omenta from *Blimp1*^*CreERT2*^ KI (*Blimp1*^*CreERT2*^*R26*^*LSL-GPR34Q340X-IRES-GFP*^) (*n* = 3) and *Blimp1*^*CreERT2*^ control mice (*n* = 2) 4 days after tamoxifen treatment. PC are CD138^+^Blimp1-tdTomato^+^. Images are focused on individual FALCs, and three examples from each strain are shown. Images were pooled from three independent experiments. Scale bar, 100 µm. n.d., not detected; ns, not significant; *P < 0.05.

### Stromal PLA1A is required for PerC KI PC and MemB maintenance

To test the ligand dependence of KI cell accumulation in the PerC, we co-transferred control and KI PerC cells via IP injection into PLA1A-sufficient and -deficient recipient mice (Fig. 5 A). At 7 days, there was decreased recovery of donor KI PC and MemB from *Pla1a*^*KO*^ recipients compared with controls (Fig. 5, A and B). Recovery of donor control MemB was unaffected, as was the recovery of other populations (Fig. 5 C). These results indicate that KI PC maintenance is PLA1A dependent and that KI MemB maintenance is both PLA1A dependent and GPR34 dependent. To obtain sufficient control PC for comparison to their KI counterparts, we IP co-transferred an equal mixture of control and KI spleen cells into WT mice. At 7 days, there was much greater recovery of donor KI PC than control PC, while B cells as a whole were unaffected (Fig. S3 E). Thus, KI PC maintenance in the PerC is also GPR34 dependent.

**Figure 5.**
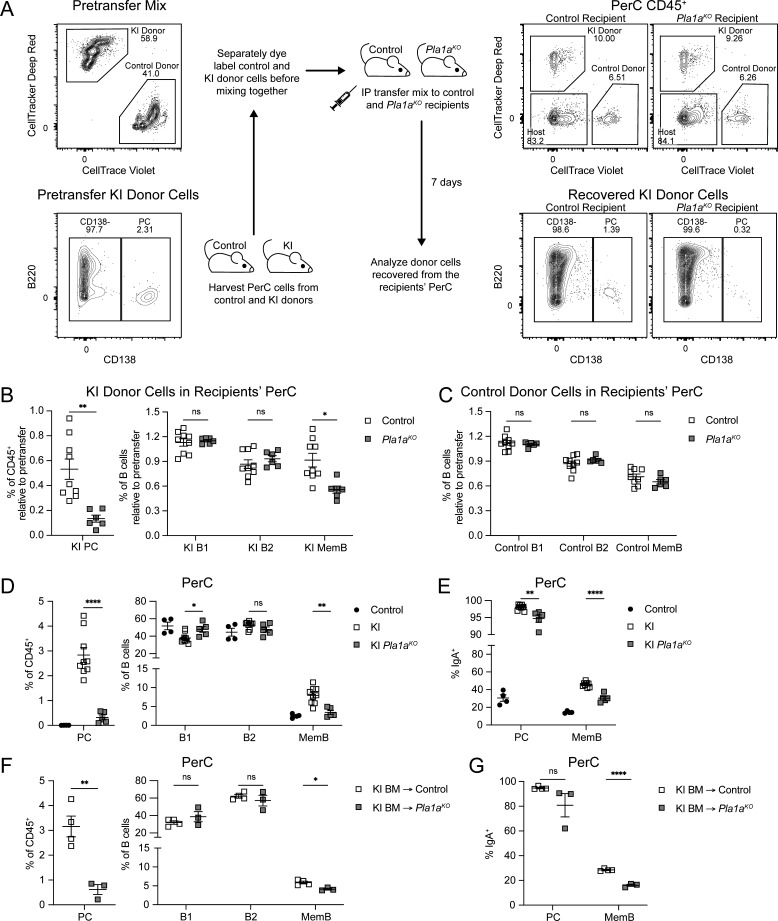
**GPR34 KI PerC PC and MemB maintenance depends on stromal PLA1A. (A–G)** PerC immune cells were analyzed by flow cytometry. **(A–C)** PerC cells from control and KI (*Cd21*^*Cre*^*R26*^*LSL-Gpr34Q340X-IRES-GFP*^) mice were dye-labeled, mixed, and IP transferred into control (*Pla1a*^*WT*^ or ^*Het*^) or *Pla1a*^*KO*^ recipient mice, whose PerC cells were analyzed on day 7. **(A)** Left top: Representative flow cytometry plot of pretransfer mix gated for dye-labeled donor cells. Left bottom: Representative flow cytometry plot of pretransfer KI donor cells gated for PC (CD138^+^) and annotated with PC frequency. Middle: Schematic of IP adoptive transfer experiment. Right top: Representative flow cytometry plots of recipient PerC CD45^+^ cells gated for donor cells. Right bottom: Representative flow cytometry plots of recovered KI donor cells gated for PC and annotated with PC frequency. **(B and C)** Plots show the frequencies of recovered co-transferred PC, B1 (IgD^−^IgM^+^), B2 (IgD^+^IgM^+^), and MemB (IgD^−^IgM^−^) normalized to their respective pretransfer frequencies (control, *n* = 9; *Pla1a*^*KO*^, *n* = 6). **(D)** Frequencies of the indicated populations in control mice and in KI mice on either a control or *Pla1a*^*KO*^ background (control, *n* = 4; KI, *n* = 9; KI *Pla1a*^*KO*^, *n* = 5). **(E)** Frequencies of IgA^+^ cells within the indicated populations (control, *n* = 4; KI, *n* = 9; KI *Pla1a*^*KO*^, *n* = 5). **(F)** Frequencies of the indicated populations in chimeric mice with KI BM reconstituted into control or *Pla1a*^*KO*^ hosts (control, *n* = 4; *Pla1a*^*KO*^, *n* = 3). **(G)** Frequencies of IgA^+^ cells within the indicated populations (control, *n* = 4; *Pla1a*^*KO*^, *n* = 3). Each data point represents an individual mouse, lines indicate means, and error bars represent SEM. Data were pooled from three (B and C) or two (D–G) independent experiments. Statistical significance (B–G) was determined by unpaired *t* test corrected for multiple comparisons (Holm-Šídák). ns, not significant; *P < 0.05; **P < 0.01; ****P < 0.0001.

Next, we studied the PLA1A dependence of PerC KI PC and MemB by intercrossing KI and *Pla1a*^*KO*^ mice. KI mice lacking the *Pla1a* gene showed an almost complete block in PerC accumulation of KI PC and MemB (Fig. 5 D). The increased IgA positivity of KI PC and MemB was also partially dependent on PLA1A (Fig. 5 E). However, enzyme deficiency had minimal effect on the Ki67^+^ frequency of KI MemB (Fig. S3 F), and amongst the PC remaining in the PerC of these mice, the Ki67^+^ fraction was elevated. These data suggest that in contrast to the effect on cell accumulation, KI MemB proliferation in the PerC does not require a ligand generated by PLA1A. To determine the contribution of stromal PLA1A to KI cell accumulation, we made BM chimeras in which we reconstituted PLA1A-deficient or control hosts with KI BM. In the *Pla1a*^*KO*^ hosts, enzyme expression is lacking in the stromal compartment but intact in the hematopoietic system. The KI PC and MemB frequencies were reduced in *Pla1a*^*KO*^ hosts (Fig. 5 F), signifying a substantial dependence on stroma-derived lysoPS. Stromal PLA1A also contributed to the enrichment of KI IgA^+^ cells (Fig. 5 G). Non-KI PC and MemB were not affected by PLA1A deficiency (Fig. S3 G).

### Concluding remarks

Our work reveals that GPR34 can drive the ligand-dependent accumulation of immune cells in the PerC. Immune cell homing is guided by many inputs, and it is likely that GPR34 cooperates with other factors to enable preferential PerC localization. Although with a smaller effect size, the GPR34 GOF allele also promoted PC accumulation in the PleuralC. Prior in vitro studies showed that *sn*-2 lysoPS is the more potent and likely physiological form of GPR34 ligand (Kitamura et al., 2012; Uwamizu et al., 2015; Izume et al., 2024), but the in vivo relevance of PLA1A-generated lysoPS has been elusive. The serendipitous discovery of GPR34 KI-mediated PerC PC and MemB accumulation allowed us to probe this enzyme–ligand–receptor axis. Omental *sn*-2 lysoPS levels and PerC KI cell maintenance depended on PLA1A, supporting a model where stromal cells regulate lipid mediators that govern immune cell residence. Further study is needed to understand the spatial distribution of *sn*-2 lysoPS and thus its availability to GPR34-expressing cells. The substrate of PLA1A is PS, and the relevant source of PS in the omentum at homeostasis remains unclear. Since PLA1A can generate lysoPS from PS that is externalized to the outer leaflet of dying cells (Hosono et al., 2001), we speculate that a homeostatic level of cell death may provide sufficient substrate. Alternatively, cell death may not be required at all as viable cells can also externalize PS (Zhao et al., 2021; Segawa et al., 2011; Elliott et al., 2005).

At the receptor level, GPR34 KI can promote cell cycle activation as well as ex vivo migration of B-lineage lymphocytes, but further investigation will be needed to establish whether GPR34 mediates migration in vivo. We speculate that the PerC accumulation of KI PC and MemB involves cell recruitment from circulation or possibly through lymphatics or even across the visceral peritoneal linings of PerC organs. Cell proliferation within the PerC then further contributes to PC and MemB abundance. It is also possible that some PerC PC are derived from local MemB rather than traveling from the PP. The proposed cell recruitment step likely occurs at a low rate, making it problematic to detect using conventional adoptive transfer approaches and requiring the generation of new methods for its study. Although we favor a role for GPR34 in promoting migration to the PerC, our data are also consistent with the receptor promoting retention of cells already inhabiting the PerC. Our finding that the pro-proliferative activity of GPR34 in PerC MemB was not dependent on PLA1A may be explained by the GOF receptor having sufficient constitutive activity to engage proliferative pathways in these cells or by the existence of PLA1A-independent ligands (such as *sn*-1 forms of lysoPS) in the PerC.

Although we did not observe SG KI cell accumulation or lymphoma in our mouse model (even in mice aged over 6 mo, unpublished data), we hypothesize that GPR34 GOF-driven proliferation and migration contribute to the eventual development of SG MALT lymphomas in a Sjogren’s syndrome context (Korona et al., 2022; Pringle et al., 2022). Autoimmune inflammation could potentially boost PLA1A expression in the SG, and cell death in lymphoepithelial lesions would increase the availability of PS substrate that can be converted to lysoPS. In addition, we speculate that GPR34 cooperates with other factors in promoting KI cell localization in the PerC and that those cooperating factors may be lacking in the uninflamed SG. Intriguingly, PC have been observed in up to one-third of SG MALT lymphomas (Molina et al., 2011) as well as in MALT lymphomas more generally, with occasional cases where PC constitute >80% of an extranodal tumor’s total cellularity (Wöhrer et al., 2007). The expansion of PerC PC in our model also echoes rare PerC plasmacytomas in patients (Thambi et al., 2018), including cases specifically associated with the omentum (Peison et al., 1980; Soliman et al., 2019). It remains unknown whether GPR34 plays a role in the PerC localization of PC malignancy. Finally, although we did not identify an effect of GPR34 deficiency on MemB or PC abundance in the PerC in our immunization studies, it remains possible that there exist physiologic conditions where they home to or accumulate in the PerC in a GPR34-dependent manner. Overall, this work connects PLA1A and GPR34 biology to define a ligand–receptor system that has the capacity to promote cell compartmentalization in the PerC.

## Materials and methods

### Mice

*R26*^*LSL-Gpr34Q340X-IRES-GFP*^ mice were generated on a C56BL/6N background by CRISPR/Cas9-mediated targeting of and homologous recombination at the *Rosa26* locus (Biocytogen Boston Corp.), resulting in the conditional KI allele shown in Fig. 1 A. *Pla1a*^*KO*^ (*Pla1a*^*tm1a(EUCOMM)Wtsi*^) mice were generated from ES cells of a C56BL/6N background purchased from EUCOMM. *Cd21*^*Cre*^ (Kraus et al., 2004), *Gpr34*^*KO*^ (Liebscher et al., 2011), *Blimp1*^*CreERT2*^ (Robinson et al., 2023), and E*µ-bcl2* (Strasser et al., 1991) mice have been described previously. *Blimp1*^*CreERT2*^ mice were provided by D. Tarlinton (Monash University, Melbourne, Australia). Mice were analyzed at 8–20 wk of age. Congenic hosts for BM chimeras and recipients for transfer experiments were either B6 CD45.1 (002014) mice bred internally from founders ordered from The Jackson Laboratory or B6-Ly5.1/Cr (564) mice purchased from the National Cancer Institute at Charles River at age 6–8 wk. To produce BM chimeric mice, hosts were lethally irradiated with 900 cGy X-ray irradiation (split dose separated by 3 h), followed by IV injection of BM cells from donors. Chimeras were analyzed for donor-derived immune cells 8–12 wk after reconstitution. Mice were co-caged with littermates for all experiments. All data are representative of male and female mice. Control and experimental treatments were administered to age- and sex-matched mice that had been allocated to groups randomly, with sample sizes chosen based on previous experience. The investigators were not blinded. Animals were housed in a specific pathogen-free environment in the Laboratory Animal Research Center at the University of California, San Francisco (UCSF), and all experiments conformed to ethical principles and guidelines approved by the UCSF Institutional Animal Care and Use Committee.

### Treatments and immunizations

For conditional activation of *Blimp1*^*CreERT2*^, 6 mg tamoxifen (Sigma-Aldrich) was administered via oral gavage on days 0 and 1 (Robinson et al., 2023). Mice were analyzed at various timepoints thereafter. For labeling of proliferating cells, mice were IP-injected with 0.5 mg of EdU (Thermo Fisher Scientific) 90 min before analysis. To induce a PerC PC response, mice were immunized IP with 100 μg NP30-KLH (Biosearch Technologies) in 2% Alhydrogel alum adjuvant (Invivogen).

### Cell preparation

Peritoneal and pleural lavage cells were isolated by flushing the PerC and PleuralC with 5 or 1 ml of MACS buffer (PBS containing 2% newborn calf serum [NBCS] and 1 mM EDTA), respectively. To collect cells physically associated with the visceral peritoneal surface of tissues, mice were transcardially perfused with PBS to reduce blood contamination before the PerC was opened. PerC organs were harvested and rinsed in 5 ml MACS, and the MACS rinse media was analyzed. Cell suspensions were prepared from the spleen, iLN, mLN, PP, and cLN by gentle mashing through a 70-μm strainer. The liver was mashed through a 100-µm strainer and purified for immune cells by resuspending in 40% Percoll (Thermo Fisher Scientific) and centrifuging at 2,500 rpm for 20 min at room temperature on low brake. The immune cell pellet was collected from the bottom of the tube. BM cells from leg bones were extracted by centrifugation in a microfuge at 10,000 rpm for 3 min at 4°C. To generate SG immune cell suspensions, the submandibular and sublingual glands were dissected and minced using scissors. The minced SG tissue was then incubated for 30 min shaking (1,000 rpm) at 37°C in 1 ml of RPMI with 2% NBCS, 10 mM HEPES, 1 mg/ml collagenase type IV (Worthington), and 20 µg/ml DNase I (Sigma-Aldrich). To stop the digestion, 20 μl of 500 mM EDTA was added to each sample. The digested SG tissue was mashed through a 100-μm strainer, washed with MACS buffer, and purified for immune cells using 40% Percoll. To prepare SI LP samples, PP and intestinal contents were removed from the SI, and the first 12 cm (duodenum) were cut into several pieces for further processing. The SI tissue was twice incubated for 20 min shaking (250 rpm) at 37°C in 12 ml of intraepithelial lymphocyte media (HBSS containing 5% FBS, 2 mM EDTA, and 1 mM dithiothreitol [Sigma-Aldrich]). The intraepithelial lymphocyte fractions were discarded. The tissue was then twice digested for 20 min in 12 ml of LP media (RPMI containing 10% FBS, 100 µg/ml DNase I, and 0.232 mg/ml collagenase VIII from *Clostridium histolyticum* [Sigma-Aldrich]). The two LP fractions were aggregated and purified using 40% Percoll.

### Adoptive transfer experiments

For IV transfers, PerC, spleen, mLN, and PP cell suspensions were prepared from congenically marked control and KI donor mice. These cells were transferred IV via retro-orbital injection into congenically marked recipient mice, whose PerC and spleen were analyzed after 3 days for quantification of donor cells.

For IP transfers, donor control and KI PerC cells were dye-labeled with CellTrace Violet (Invitrogen) and CellTracker Deep Red (Invitrogen), respectively. These cells were then co-transferred via IP injection into control or *Pla1a*^*KO*^ mice. In one experiment, donor control and KI spleen cells were similarly dye-labeled and co-transferred IP into congenic WT mice. Recipients’ PerC were analyzed for donor cell maintenance after 7 days.

### Flow cytometry

Cells were washed, blocked with 2.4G2 antibody (Bio X Cell), and stained for 30 min on ice in MACS buffer. The following antibodies were used: CD11b-BUV496 (BD), CD19-BUV563 (BD), IgM-BUV661 (BD), TCRb-BUV737 (BD), CD138-BV421 (Biolegend), CD45.2-BV421 (Biolegend), CD21/35-PB (Biolegend), GL7-PB (Biolegend), B220-BV510 (Biolegend), CD11b-BV570 (Biolegend), CD19-BV605 (Biolegend), CD45.1-BV605 (Biolegend), CD45.2-BV605 (Biolegend), IgD-BV650 (Biolegend), CD45.1-BV650 (Biolegend), CD138-BV711 (Biolegend), IgD-BV711 (Biolegend), CD98-BV711 (BD), EpCAM-BV711 (Biolegend), CD95-BV750 (BD), CD11b-BV785 (Biolegend), CD138-BV785 (Biolegend), CD45.1-BV785 (Biolegend), CD95-BV786 (BD), CD45-AF532 (Invitrogen), CD21/35-PE (BD), CD23-PE (BD), GL7-PE (eBioscience), IgA-PE (Southern Biotech), CD45.2-PE (Biolegend), CD23-PE/Cy7 (Biolegend), CD38-PE/Cy7 (Biolegend), IgM-PE/Cy7 (eBioscience), CD45.1-PE/Cy7 (eBioscience), IgM-PerCP/Cy5.5 (Biolegend), GL7-PerCP/Cy5.5 (Biolegend), CD45.2-PerCP/Cy5.5 (Tonbo), CD38-BB700 (BD), CCR9-APC (eBioscience), CD45.1-APC (Cytek), CD21/35-AF647 (Biolegend), CD38-AF647 (Biolegend), CD45.2-AF647 (Biolegend), GL7-AF647 (Biolegend), B220-AF700 (Biolegend), CD38-AF700 (eBioscience), CD45.1-AF700 (Biolegend), CD45.2-AF700 (Biolegend), CD4-APC/Cy7 (Cytek), CD8a-APC/Cy7 (Cytek), Ly6G-APC/Cy7 (Cytek), F4/80-APC/Cy7 (Biolegend), B220-APC/Fire810 (Biolegend), and IgA-biotin (Southern Biotech) (followed by streptavidin-BV605 [Biolegend] or streptavidin-BV711 [BD]). Dead cells were excluded using Fixable Viability Dye eFluor780 (eBioscience).

For Ki67 detection, cells were stained with surface antibodies, pre-fixed with 1% paraformaldehyde in PBS for 10 min on ice, and fixed and permeabilized with the Foxp3/Transcription Factor Staining Buffer Set (eBioscience), before intracellular staining with the Ki67-AF647 antibody (BD). For detection of EdU incorporation, the Click-iT Plus EdU Flow Cytometry Assay Kit (Invitrogen) was used. GPR34 surface staining was enabled by a polyclonal rabbit antibody raised against the first 40 N-terminal amino acids of mouse GPR34 (Biomatik). The polyclonal reagent was cross-absorbed on a *Gpr34*^*KO*^ spleen cell suspension overnight to reduce non-specific binding. After blocking, WT and KI cells were stained with the polyclonal rabbit anti-GPR34 antibody for 1 h at room temperature, followed by donkey anti-rabbit biotin-SP (Jackson Immunoresearch) for 20 min on ice, and finally SA-AF647 (Invitrogen) and other surface markers for 30 min on ice.

All samples were run on a Cytek Aurora. Flow cytometry data were analyzed using FlowJo (v10.10.0).

### Cell sorting and RNAseq

B2 (IgD^+^IgM^+^) and MemB (IgD^−^IgM^−^) cells were sorted from the PerC of control and KI mice using a BD FACSAria II. Sort purity was ∼95%. The sequencing library was prepared using Ovation RNA-seq System V2 from Nugen, the KAPA Hyper prep labeling kit, and the NEXTflex DNA barcodes Adapter kit from Bioo Scientific. 50 bp paired-end reads were acquired on a NovaSeq X at the UCSF Center for Advanced Technology. FastQC was used to examine the quality of raw sequencing reads, and cutadapt was used to trim adaptors and clean reads. Sequences were aligned to the mm39 genome with STAR, followed by quantification with RSEM, PCA with pcaExplorer, and differential gene expression analysis with DEseq2. Cutoffs for DEGs were set at a log_2_ fold change >1 and an adjusted P < 0.05. DEGs between KI and control were subjected to GO analysis (https://geneontology.org/). The PCA plot was generated by pcaExplorer. The heatmap was generated with pheatmap. Volcano plots were generated with EnhancedVolcano.

### Published scRNAseq data analysis

The Seurat R package (https://satijalab.org/seurat/) was used to reanalyze an omental stromal cell scRNAseq dataset (Jackson-Jones et al., 2020).

### Generation of GPR34-expressing WEHI-231 cells

Mouse *Gpr34* or *Gpr34R337X* was cloned into the pQEF retroviral vector (Yang and Allen, 2018) followed by a P2A-Thy1.1 as an expression marker. Retrovirus was generated by transfecting the Plat-E packaging cell line with 1.5 µg plasmid DNA and 3 μl Lipofectamine 2000 (Life Technologies). WEHI-231 mouse B lymphoma cells were grown in RPMI containing 10% FBS, 10 mM HEPES, 2 mM glutamine, 55 μM 2-mercaptoethanol, and 50 U penicillin/streptomycin. 5 × 10^5^ WEHI-231 cells were placed in a well of a 6-well plate along with the retroviral supernatant. The cells were centrifuged at 2,400 rpm for 2 h at 32°C. This spinfection was repeated with fresh retrovirus 24 h later. After 1 wk, Thy1.1-expressing cells were sorted using a BD FACSAria II.

### Transwell migration assays

WEHI-231 cells were taken from T25 flask cultures and washed twice in prewarmed migration media (RPMI containing 0.5% fatty acid-free BSA, 10 mM HEPES, and 50 U penicillin/streptomycin). PerC cells, obtained from peritoneal lavage using migration media, were washed once. Both WEHI-231 and PerC cells were resuspended at 1 × 10^7^ cells per ml and resensitized for 10 min in a 37°C water bath. 100 μl of cells (1 × 10^6^ cells) were added on top of transwells (5-µm pore, Corning) with CXCL13 (Thermo Fisher Scientific), CCL25 (Biolegend), or lysoPS 18:1 (Avanti Polar Lipids) in migration media (600 μl) in the bottom chamber. The cells were allowed to migrate for 3 h, after which the cells in the bottom well were analyzed and counted by flow cytometry.

### Immunofluorescence staining and microscopy

Mice were IP-injected with 1 µg each of CD138-BV421 (Biolegend) and B220-AF647 (Biolegend) 30 min before analysis. Omenta were carefully harvested, gently dipped once in PBS, and whole-mounted fresh on Superfrost Plus microscope slides (Thermo Fisher Scientific). Images were immediately acquired with HP PL FLUOTAR 10X/0.2 AIR objective on a Stellaris DIVE confocal microscope (Leica) using LAS X software (Leica) and subsequently processed using ImageJ (v2.14.0).

### LC-MS/MS

To distinguish and quantify the *sn*-1 and *sn*-2 forms of lysoPS, we adapted an established LC-MS/MS protocol (Okudaira et al., 2014). Omenta were harvested, weighed, and immediately added to Precellys 0.5 ml soft tissue homogenizing tubes (Cayman Chemicals) containing 9 vol (relative to omentum weight) of ice-cold acidic methanol (pH 4.0) with 50 nM lysoPS 17:1 (Avanti Polar Lipids) internal standard. Samples were homogenized using a Precellys 24 homogenizer with a Cryolys cooling unit (Bertin Technologies). The homogenization program consisted of three cycles for 20 s at 6,400 rpm (with 30 s breaks) at a temperature <4°C. Lysate was recovered, the homogenizing tube was washed with 10 vol (relative to omentum weight) of acidic methanol, and the wash was combined with the lysate before centrifuging at 21,000 rpm for 10 min at 4°C. 50 μl of supernatant was concentrated by drying in a DNA Speed Vac for 20 min. Samples were resuspended in 15 μl acidic methanol and centrifuged at 21,000 rpm for 10 min at 4°C. 10 μl supernatant was transferred to glass vials with 9 mm autosampler inserts.

Samples were analyzed using a SCIEX ExionLC UPLC in series with a SCIEX QTRAP 7500. 5 μl of each sample was injected and separated using a 5 µm CAPCELL PAK C18 column (150 × 1.5 mm; Shiseido). The mobile phase scheme consisted of A (5 mM ammonium formate in H_2_O, pH 4.0) and B (5 mM ammonium formate in 95% [vol/vol] acetonitrile, pH 4.0) delivered at a flow rate of 0.250 ml/min. Analytes were separated using the following gradient: 55% B (initial), 55% B (10 min), 85% B (30 min), 85% B (37 min), 55% B (37.1 min), and 55% B (45 min). Data were acquired in negative mode using the transitions (*m/z*) 524.3 → 437.3, 522.3 → 435.3, 544.3 → 457.2, and 508.3 → 421.3 for 18:0 lysoPS, 18:1 lysoPS, 20:4 lysoPS, and 17:1 lysoPS (as an internal standard), respectively. The ion source temperature was maintained at 350°C. The spraying needle voltage was at −2 kV. Gas 1, gas 2, curtain gas, and collision gas were set at 60, 40, 40, and 9, respectively. The entrance potential was set at −10 V, and the collision exit potential was −15 V. Collision energy was −22 eV for all compounds. Peak areas were determined using SCIEX OS. Analyte abundance was quantified as the peak area ratio, defined as the peak area of the analyte divided by the peak area of the internal standard.

### Quantitative PCR (qPCR)

Total RNA from homogenized spleen, SG, and omentum was extracted using an RNeasy kit (Qiagen) and reverse-transcribed using M-MLV reverse transcriptase (Invitrogen). qPCR was performed using Power SYBR Green (Applied Biosystems) with an Applied Biosystems StepOnePlus instrument. Data were analyzed with the comparative Ct (2^−ΔΔCt^) method using *Hprt* as a housekeeping gene. The following primers were used: Pla1a, (F) 5′-TGG​AGT​TTT​ATT​TGA​AGG​AGA-3′ and (R) 5′-GTG​GGT​TAG​GAT​GAG​CCA​T-3′.

### Statistical analyses

Data were analyzed using unpaired or paired *t* tests corrected for multiple comparisons (Holm-Šídák), repeated measures one-way ANOVA, or two-way ANOVA as specified in the figure legends. Prism software (GraphPad v10.2.3) was used for all statistical analyses and to generate plots. Each experiment was repeated at least three times unless otherwise indicated in the figure legends. In summary graphs, points indicate individual samples, horizontal lines are means and error bars represent SEM. Levels of significance were defined as *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Online supplemental material

Fig. S1 shows the characterization of GPR34 KI mice. Fig. S2 shows the characterization of *Gpr34*^*KO*^ mice. Fig. S3 contains the analysis of RNAseq data and supporting data for GPR34 KI-mediated PC and MemB maintenance in the PerC. Table S1 lists DEGs between KI and control B2 and MemB.

## Supplementary Material

Table S1 lists DEGs between KI and control B2 and MemB.

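Table S1 gives, for each gene the paper calls, its mean normalized count, log2 fold change with standard error, p and adjusted p, in a sheet for each cell type. Of the paper's 625 genes for MemB, 318 are higher and 307 lower in KI, and of its 117 genes for B2, 102 are higher and 15 lower. The symbols of 615 and 113 of them were found in the count table, and 588 and 98 passed edgeR's filter on low counts. The sign of edgeR's log2 fold change was the paper's for all 588 and all 98. Across these genes, which are not independent replicates, the correlation of edgeR's log2 fold changes with the paper's was 0.989 in MemB and 0.984 in B2. At an unadjusted p below 0.05, edgeR's test reached 499 of the 588 and 79 of the 98. DESeq2 run on the deposited counts called 513 of the paper's genes in MemB and 85 in B2. The mean normalized counts of Table S1 and those from the deposited counts were not in a constant ratio. For MemB the ratio had a median of 0.971, with 5th and 95th percentiles of 0.702 and 1.09. The paper's DESeq2 input may therefore not be exactly the deposited counts, and the cause was not tested.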

## Data Availability

Bulk RNAseq data from this study have been deposited to Gene Expression Omnibus (GEO) (accession GSE274652). The reanalyzed scRNAseq dataset (Jackson-Jones et al., 2020) in Fig. S3 C is openly available in GEO (accession GSM4053741). All other data are available in the article itself and its supplementary materials and are also available upon request from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

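RNAseq was analysed from 12 libraries, 3 for each combination of genotype and cell type. B2 were sorted as positive and MemB as negative for both IgD and IgM. The authors trimmed the reads with cutadapt, aligned them to mm39 with STAR, estimated counts with RSEM, and used pcaExplorer and DESeq2. They deposited the RSEM expected counts per gene, not normalized, for all 12 libraries in a single table, and each column was matched to its library by name; 0 columns were left without a library. Gene symbols in the table have hyphens written as dots, and 812 entries carry no gene symbol and were tested but never named. The expected counts were rounded to whole numbers. RSEM shares reads between similar genes, so counts of paralogs, pseudogenes and overlapping genes are uncertain.

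Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at a minimum count of 10, robust quasi-likelihood fits and Benjamini-Hochberg adjustment over the 15148 genes left. All 12 libraries entered a single model with 4 group means. Contrasts compared KI with control in MemB and in B2, the difference between those effects, and MemB with B2 averaged over the genotypes. DEGs had an adjusted p below 0.05 and a log2 fold change above 1 or below -1. The standard error printed beside a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic, and normalized values are TMM-normalized counts scaled to library size (CPM). Gene sets were tested with fry from limma 3.58.1 on the same model, with lists written before the counts were seen, and p-values were adjusted over the 9 lists of each comparison. Gene Ontology annotation was not used here. PCA used DESeq2 1.42.0's blind variance-stabilizing transformation with its dispersion trend fitted on a subset of genes, and the 500 most variable genes. That form of the transformation was the first one run. The form that fits the trend on all genes was run later, and the first was kept when the shares of variance of both had been seen beside those of the paper's figure. PC separations were tested by two-sided exact permutation.

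Genes were named by a rule set before the data were examined. It covered the 21 genes of the heatmap in Fig. 3 C, the 5 largest rises and 5 largest falls in MemB and up to 3 of each in B2 among DEGs whose KI and control libraries did not overlap, and genes of the lists of other cells, sex or the allele on which a hypothesis was tested. Where a gene is named outside that rule, the text says so. Coordinates are those of GENCODE M39 on GRCm39, the assembly that mm39 denotes.

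The edgeR and DESeq2 steps were tested on simulated counts for 15148 genes, in a single draw with the real means and library sizes. Dispersions were edgeR's own estimate for each gene, and genes were drawn independently. In KI MemB, 200 genes were changed, each by more than the log2 limit of 1 either way. Another 97 were raised slightly, by 0.5 on the log2 scale. edgeR recovered 69 of the 200 (34.5%), all with the right sign, with 4 false calls among 73. DESeq2 recovered 94 (47.0%), with 82 false calls among 178, the remaining calls being among the 97. Both tests thus missed most changes, although each was past the limit. The counts were built from edgeR's estimates, so the false calls do not compare the tests on equal terms. Depth was between 29895031 and 39732039 counts per library, of which ribosomal RNA genes took between 29.3% and 38.3%. Amplified reads without molecular identifiers are not independent molecules, so depth covers counting error only, and a group whose libraries all had 3 counts or fewer was treated as at the floor.

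Pairing follows the replicate numbers of the labels. Same-numbered KI and control libraries come from different mice, and same-numbered B2 and MemB libraries of a genotype may come from one mouse. Alternatives set before the data were examined were other normalizations, other filters, DESeq2 with and without apeglm 1.24.0, non-robust fits, fits on 6 libraries, replicate and mouse blocks, immunoglobulin genes left out, the number of genes detected as a covariate, other gene set tests and lists, other PCA settings, and each library left out in turn. Flow cytometry, EdU and quantitative PCR data were not analysed here.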

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

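The tests on B-1, T and NK, and macrophage genes outside Table S1 and the regrouping test of the cholesterol list were chosen only after the results they bear on were seen, and the test of GC content and length after the rise of that list was seen but before its own values were.

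The KI effect differed between MemB and B2 for 10 genes by edgeR's interaction term with Benjamini-Hochberg adjustment. Dnase1l3, Myb, Cma1, Gm37376 and Ighd are named here after their values were seen. The log2 fold change was smaller in MemB than in B2 by -2.04 for Ighm (adjusted p = 1.08e-05), -8.14 for Gm6297 (adjusted p = 0.00827), -3.69 for Dnase1l3 (adjusted p = 0.0101) and -5.48 for Ighv11.2 (adjusted p = 0.0151). At an adjusted p of 0.0463 in the same edgeR test, it was also smaller by -5.04 for Myb, -9.45 for Cma1, -1.03 for Gm37376 and -1.23 for Ighd, and larger by 4.43 for Jchain. For Gm20537 it was larger by 15.66 (adjusted p = 0.00521), but the control MemB libraries had at most 2 counts of that gene, so this is not a measured size. Cma1 had 1287, 27 and 3952 counts in control MemB and 25, 25 and 617 in KI B2. Its size thus rests on few libraries, and KI and control MemB libraries overlapped. Gm37376 shares its span with Malat1, whose reads the counting could have split. The calls of Ighm and Gm20537 held in each of the 12 fits that left out one library, at an adjusted p of at most 7.27e-05 for Ighm and 0.0253 for Gm20537 in edgeR's test. The call was lost in 10 of the 12 for Myb, 9 for Gm37376 and for Ighd, 8 for Cma1 and for Jchain, 4 for Ighv11.2, and 1 for Gm6297 and for Dnase1l3. Over all alternatives, by edgeR or DESeq2, the adjusted p of Ighm was at most 0.00281, but that of Gm20537 reached 0.272. When genotypes were exchanged between same-numbered mice, the real arrangement gave the most interaction DEGs, 1 of 4 arrangements, and each of the 3 others gave 0, with 1000 to 1030 genes at an unadjusted p below 0.05 against the real 1286. With the labels of the MemB libraries alone exchanged, the 3 others also gave 0, with 1070 to 1080 genes at an unadjusted p below 0.05. With those of the B2 libraries alone exchanged they gave 5, 4 and 14, but the KI effect in MemB, with 38 to 42 DEGs, was then still in place, so these are not numbers that chance gives. A comparison of 4 arrangements could not have decided either way, so by it the number of interaction DEGs cannot be told apart from a division of the mice by chance. It does not bear on the adjusted p of a single gene. The other 6 of the 10 possible divisions part only 1 same-numbered pair and were not compared.

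Among lists of genes, the difference between MemB and B2 in the KI effect had a mean of -1.54 on the log2 scale for B-1 genes (adjusted p = 0.0118, limma's fry on edgeR's model, over 9 lists) and -3.24 for the 12 tested T and NK genes (adjusted p = 0.018, same test). It was 0.67 for cholesterol biosynthesis and -2.19 for the 6 tested macrophage genes, and both passed only before adjustment over the lists (adjusted p = 0.0577 and adjusted p = 0.0641, same test). A technical explanation is that the sorted control MemB held more cells of other types than the sorted KI MemB, in which case genes of those cells that the paper did not call should also be lower in KI MemB. The 7 tested T and NK genes outside Table S1 were all lower, by a mean of -2.72 (unadjusted p of 0.0145 and adjusted p = 0.0335 over 3 lists, limma's fry). Of the 5 tested macrophage genes outside Table S1, 4 were lower, with a mean of -1.53 (unadjusted p of 0.0223 and adjusted p = 0.0335, same test). In neither list did the difference from B2 pass (adjusted p = 0.229 and adjusted p = 0.56, same test). Other cells in the control MemB sort may therefore contribute to the fall of Nkg7, and a change within MemB cannot be told apart from that. Of the whole list of 13 B-1 genes, 10 were lower in KI MemB, by a mean of -1.89 (adjusted p = 0.000904 over 9 lists, same test). Among those that are neither immunoglobulin genes nor in Table S1, 5 of 7 were lower, by a mean of -0.80 (unadjusted p of 0.0517, same test). Leaving out the genes of Table S1 takes away those that changed most, so the smaller list does not decide, and fewer B-1 cells in the KI MemB sort cannot be told apart from a change within MemB.

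For the cholesterol list in MemB, the mean log2 fold change was 1.02 before and 0.99 after the trend over GC content and transcript length was taken out. Across the 14363 genes with a value, which are not independent replicates, that trend was near 0 (Spearman's rho 0.0338 for GC content and -0.021 for length), so taking it out could move the mean only a little. The real arrangement of the MemB libraries gave the smallest unadjusted p of the list by fry, 1 of 4 arrangements, and the 3 others gave 0.259 to 0.629. With 4 arrangements this comparison could not have decided either way, and it leaves a division of the libraries by chance open.

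The paper compares B2 with MemB by PCA and lists no DEGs for that comparison. By edgeR, 153 genes differed. Of the 32 ways to exchange B2 and MemB within same-numbered libraries, the real one included, 1 gave as many DEGs, and the others gave between 0 and 9. A chance arrangement is therefore not a likely source of these DEGs; other differences between the sorted cells were not tested.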

How the results depend on the processing

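The alternatives were set before the data were examined, except the fits without ribosomal RNA genes and the PCA with the dispersion trend fitted on all genes, which were added after seeing the data, the latter when the shares of variance of the form run first had been seen beside the paper's figure.

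The number of DEGs between KI and control in MemB, 43 in the main setting, was 772 with DESeq2's Wald test, 554 with apeglm-shrunken fold changes, 90 with no filter on low counts, 22 without robust estimation and 15 with only the 6 MemB libraries. It ranged from 15 to 50 across the 12 fits that each left out one library. In B2, where the main number was 1, it was 192 and 108 with the DESeq2 settings and 8 with no filter, and from 1 to 2 with one library left out. The DEGs of the difference between MemB and B2 in the KI effect, 10 in the main setting, became 426 with DESeq2, 44 with no filter, 5 with upper-quartile normalization, 4 without robust estimation, 3 with immunoglobulin genes left out and 2 with the number of genes detected as a covariate, and ranged from 5 to 10 with one library left out. The number of DEGs, MemB versus B2, was 153 and became 825 with DESeq2, 236 with no filter and 85 with the covariate, and ranged from 104 to 157 with one library left out. In each case the cause was not tested beyond what is said under other observations. MemB had more DEGs than B2 under each alternative that gave both numbers.

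The cell cycle lists rose in MemB under each alternative tried. At an unadjusted p below 0.05 by fry they did not pass with the S list alone, at 0.60, or with the number of genes detected as a covariate, at 0.86. With one library left out the mean ranged from 0.59 to 1.16, and 4 of the 12 fits did not pass. The cause was not tested. The difference between MemB and B2 in this effect was 0.88. It passed with camera at 0.88, with DESeq2's statistics at 0.89 and with the 17 heatmap genes at 1.76. Those genes were chosen by the paper on these data. The test camera, also used on DESeq2's statistics, was run with a preset correlation between genes of 0.01. List genes that vary together more than that would make its p-values too small. With one library left out, the difference between MemB and B2 ranged from 0.37 to 1.24, and its unadjusted p by fry was never below 0.0712. For the cell cycle gene set in B2, KI versus control, the mean went to -0.041 with at least 10 counts in every library, and ranged from -0.22 to 0.65 with one library left out. The number of list genes among DEGs higher in KI MemB was 0 with edgeR and 7 with both DESeq2 settings, which are tests of the same statistics. The cholesterol list passed under every alternative tried.

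PC1 parted B2 from MemB under every PCA setting. The PC2 gap between KI and control MemB ranged from -0.16 to 13.4 with one library left out and was positive under every other setting. With the dispersion trend fitted on all genes, PC1 held 19.7% of the variance and PC2 15.1%, against 26.2% and 15.7% with the form run first.

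With the replicate number as a block, MemB had 37 DEGs and B2 had 1, and the cell cycle lists rose by 0.98 in MemB and 0.16 in B2. Same-numbered KI and control libraries are different mice, and their deviations from the group means hardly correlated, at 0.00827 in MemB and 0.003 in B2. With the mouse as a block, the difference in the KI effect had 12 DEGs and a mean of 0.81 for the cell cycle lists. With the ribosomal RNA genes left out, the number of DEGs in MemB was 43, a setting that could hardly move it.

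Among 51 results for single genes, 447 values over the alternatives other than leaving out a library kept their direction and side of the threshold, 54 no longer passed, 17 newly passed and 1 changed sign, that of Mki67 in B2 with the replicate block, at -0.019. With one library left out, 505 values kept both, 100 no longer passed, 2 newly passed and 5 changed sign, those of Mki67 and Cdc45 in B2 and Bub1b in MemB. In those fits the log2 fold change ranged from -0.55 to 0.44 for Mki67 in B2, from -1.46 to 3.05 for Cdc45 in B2 and from -0.12 to 2.00 for Bub1b in MemB. Over all alternatives, the adjusted p in MemB ranged from 0.00219 to 0.416 for Cdc45, from 0.00396 to 0.531 for Cdk1, from 5.99e-06 to 0.252 for Cdkn1a and from 0.116 to 0.559 for Mki67, by edgeR or DESeq2. Depth was at least 29895031 counts in each library, and the precision of these values is limited further by the spread between replicates, with a common biological coefficient of variation of 91.4%.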

Differences from the paper's values

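For KI versus control MemB, edgeR called 43 DEGs and the paper's Table S1 lists 625. Among the 24 alternatives set before the data were examined, 2 came close enough not to differ by the limits used, DESeq2's Wald test with 772 and DESeq2 with apeglm-shrunken fold changes with 554. None of the others did. The paper's methods name DESeq2, but its input may not be exactly the deposited counts, as the mean counts of Table S1 show.

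For KI versus control B2, edgeR called 1 DEG and the paper's Table S1 lists 117. DESeq2 with shrunken fold changes, with 108, was the only one of the 24 alternatives not to differ by those limits, and DESeq2's Wald test gave 192.

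For Ulk4 in MemB, the log2 fold change was 5.09 and the paper's is 6.30 (the paper's standard error 1.19). Before rounding, it came within that error in 6 of 23 alternatives, at 5.10 with DESeq2's Wald test, 5.11 with upper-quartile normalization, 5.36 with the replicate block, and 5.33, 5.16 and 5.34 without KI MemB replicate 2, KI MemB replicate 3 and control MemB replicate 3.

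The paper states that Cdc45, Cdk1, Cdkn1a and Mki67 were upregulated in KI MemB. By edgeR their log2 fold changes were 5.34, 3.69, 5.67 and 0.91, all positive, and none passed the adjusted threshold. DESeq2 called Cdc45, Cdk1 and Cdkn1a with and without shrinkage. Cdkn1a in MemB, KI versus control, was also called by edgeR with no filter on low counts (adjusted p = 0.017), without KI B2 replicate 1 (adjusted p = 0.0352) and without control B2 replicate 3 (adjusted p = 0.0442), within a range over its alternatives from 5.99e-06 to 0.252. No setting called Mki67, which is not among the genes listed for MemB in Table S1. Of the 17 cell cycle genes of the heatmap, 10 are in Table S1 for MemB; edgeR called 0, and DESeq2 called 7, with and without shrinkage. Those 7 are Anapc11, Ccnb2, Cdc45, Cdk1, Cdk9, Cdkn1a and Mad1l1; no setting called Bub1, Bub1b or Cdkl1, which the paper lists. Cdkn1a is also in the paper's list for B2, where edgeR's log2 fold change was 3.70 (adjusted p = 0.838) and DESeq2 called it (adjusted p = 0.0263, within a range over its alternatives from 0.0263 to 1.00).

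The paper reports enrichment of cell division terms among genes upregulated in KI MemB. With the S and G2/M lists, 0 of edgeR's DEGs higher in KI MemB were on the lists, with 16 list genes at an unadjusted p below 0.05, and 7 of DESeq2's were, with or without shrinkage. edgeR called so few genes that its 0 would be likely even under enrichment and does not speak against the paper's. Aspm, a mitotic spindle gene chosen after its values were seen and on neither list, was a DEG higher in KI MemB by edgeR, at 2.54 (adjusted p = 0.0204, within a range over its alternatives from 0.000303 to 0.184).

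The shares of variance did not differ by the limits used. PC1 is about 29% and PC2 about 16% in Fig. 3 A, read by eye, against 26.2% and 15.7%; with the 300 most variable genes, an alternative set before the data were examined, they were 29.5% and 15.5%. The form of the variance-stabilizing transformation was kept when these shares were known.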

Other observations

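The tests of near-0 counts, genes detected, ribosomal RNA, B-1, T and NK genes, and the regroupings for DESeq2 and the gene lists were chosen only after the results they bear on were seen, and the test of GC content and length after the rise of the cell cycle lists was seen but before its own values were.

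DESeq2 and edgeR differed widely on the same counts. All 43 of edgeR's DEGs in MemB were among DESeq2's 772, and of the 682 genes that only DESeq2 called among those edgeR tested, 635 had an unadjusted p below 0.05 in edgeR. When genotype labels were exchanged within same-numbered pairs of MemB libraries, the 3 other arrangements gave between 375 and 404 DESeq2 DEGs and 0 edgeR DEGs, with 1198 to 1294 genes at an unadjusted p below 0.05 in edgeR's test against the real 1676. The real arrangement gave the most with both tests, 1 of 4 in each case. In B2, 2 of the 4 arrangements gave at least as many DESeq2 DEGs as the real one, itself included, with 149 to 199 in the 3 others against 192; edgeR's single DEG, which is Gpr34, the gene the KI allele expresses (log2 fold change 4.41, adjusted p = 1.38e-07), was matched in 1 of 4, the real one. With 4 arrangements no share under 0.05 is possible, so this comparison could not have decided either way and leaves a division by chance open for the numbers of DEGs. In simulated counts with no change in B2, drawn with edgeR's own dispersions, DESeq2 made 23 calls and edgeR 0. A candidate explanation for the extra calls, genes near 0 counts in one library and high in another of the same group, was tested: such genes made up 20.4% of those called by DESeq2 alone, 29.5% of genes of similar expression that neither test called and 0% of the 43 that both called. These comparisons point different ways, and the calls themselves shape both groups compared, so the extra calls cannot be told apart from that explanation.

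With the number of genes detected as a covariate there were 30 DEGs in MemB, 27 of them among the 43 called without it. With the ribosomal RNA genes left out, the same 43 genes were DEGs. Leaving those genes out gives the others no more counts, so it does not test the depth they take. Their share of the counts was 34.5%, 32.6% and 30.9% in the KI MemB libraries and 34.1%, 33.6% and 29.9% in the control MemB libraries. These shares overlap, which goes against a difference between the genotypes in the depth left for other genes as the source of the DEGs. The libraries fell into 2 sexes by Xist and Y-linked genes: the 4 libraries of replicate 3, a library of each group, had more Xist than Y-linked counts, and the other libraries had fewer. Sex is thus mixed in the same way in control and KI, and cannot stand for genotype. Same-numbered B2 and MemB libraries of a genotype were of the same sex.

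For the cell cycle lists in MemB, the real arrangement gave the smallest unadjusted p by fry, 1 of 4, and the others gave 0.0959 to 0.886. For the difference between the cell types it was also 1 of 4, and in B2, 3 of 4 gave a p as small. Plasma cells carried over in the KI sort may raise cell cycle transcripts, and 18 plasma cell genes other than immunoglobulin genes and Jchain did not pass as a list in KI MemB, with 10 genes higher, 8 lower and a mean of 0.40 (unadjusted p of 0.628, limma's fry). Of that list, Sdc1 and Tnfrsf17 are named after their values were seen. Sdc1 had 421, 2 and 2 counts in the KI MemB libraries and at most 3 in control MemB, and Tnfrsf17 had 303, 165 and 1 against 31, 3 and 3. Neither passed edgeR's test (adjusted p = 0.354 and adjusted p = 0.481). Both were highest in KI MemB replicate 1. Gtse1 and Cdc25c of the cell cycle lists, also named after their values were seen, were high in that library alone, with 692 and 584 counts. Of the 97 cell cycle genes, 18 were higher in every KI MemB library than in every control MemB library. Jchain and Igha, left out of the plasma cell list, rose in KI MemB. Plasma cells in some of the KI MemB libraries can therefore not be excluded. The mean log2 fold change of the cell cycle lists was 1.02 before and 1.00 after the trend over GC content and transcript length was taken out, a trend that was itself near 0 across genes (Spearman's rho 0.0338 and -0.021) and could move the mean only a little. Cells of other types in the control sort remain a possible contribution to differences in MemB, since T and NK genes outside Table S1 were lower in KI MemB (unadjusted p of 0.0145, same test). Cdkn1a, which encodes an inhibitor of cyclin-dependent kinases, also had a log2 fold change of 3.70 in B2, where the cell cycle lists did not pass their test. There edgeR's test did not call Cdkn1a, but DESeq2 did (adjusted p = 0.0263).

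The cells called MemB were sorted as IgM−, and transcripts of heavy chain constant genes differed between the genotypes in these cells. Ighm made up 47.8% ± 8.46 (SD, n = 3) of constant gene counts in control MemB and 7.84% ± 3.19 (SD, n = 3) in KI MemB. For Igha the shares were 13.3% ± 6.73 (SD, n = 3) and 62.6% ± 7.74 (SD, n = 3). In both cases the libraries did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). In B2, Ighm made up 72.0% ± 1.56 (SD, n = 3) in control and 67.6% ± 1.24 (SD, n = 3) in KI, a smaller difference in which the libraries did not overlap either (two-sided exact permutation test, p = 0.1). The shares of Ighd did not overlap in either cell type (same exact test, p = 0.1 in each), and ranged from 24.5% to 27.6% in control B2, from 29.7% to 30.5% in KI B2, from 4.13% to 5.00% in control MemB and from 0.991% to 2.34% in KI MemB. Among counts on heavy chain V genes, Ighv11.2 made up 11.7% ± 5.35 (SD, n = 3) in control MemB and 0.33% ± 0.116 (SD, n = 3) in KI MemB. These shares were chosen for report after their values were seen. By flow cytometry, the paper reports more IgA+ cells among PerC KI MemB than control MemB, the same direction as the Igha share. Shares add up to a whole, so a higher Igha share lowers that of Ighm, though Ighm also fell in normalized CPM. For the fall of Ighm and Ighv11.2, a smaller part of B-1 cells in the KI MemB sort is a candidate explanation. The list of 13 B-1 genes, which includes immunoglobulin genes, was lower in KI MemB by a mean of -1.89, with 10 genes lower (adjusted p = 0.000904 over 9 lists, limma's fry). The 7 of them outside Table S1 and the immunoglobulin loci had an unadjusted p of 0.0517 in the same test, but that smaller list leaves out the genes that changed most and cannot speak against the explanation, which remains.

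The paper reports Ki67 staining of MemB and B2 by flow cytometry. In the sorted cells, Mki67 transcripts were 393 normalized CPM in KI MemB, 210 in control MemB, 161 in KI B2 and 159 in control B2, and the interaction of genotype with cell type was 0.89 on the log2 scale, with an adjusted p of 0.667 in edgeR's test. Pla1a had 0 counts in each of the 12 libraries.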
